# LEAFY is a pioneer transcription factor and licenses cell reprogramming to floral fate

**DOI:** 10.1038/s41467-020-20883-w

**Published:** 2021-01-27

**Authors:** Run Jin, Samantha Klasfeld, Yang Zhu, Meilin Fernandez Garcia, Jun Xiao, Soon-Ki Han, Adam Konkol, Doris Wagner

**Keywords:** Developmental biology, Epigenetics, Gene regulation, Plant sciences

## Abstract

Master transcription factors reprogram cell fate in multicellular eukaryotes. Pioneer transcription factors have prominent roles in this process because of their ability to contact their cognate binding motifs in closed chromatin. Reprogramming is pervasive in plants, whose development is plastic and tuned by the environment, yet little is known about pioneer transcription factors in this kingdom. Here, we show that the master transcription factor LEAFY (LFY), which promotes floral fate through upregulation of the floral commitment factor *APETALA1* (*AP1*), is a pioneer transcription factor. In vitro, LFY binds to the endogenous *AP1* target locus DNA assembled into a nucleosome. In vivo, LFY associates with nucleosome occupied binding sites at the majority of its target loci, including *AP1*. Upon binding, LFY ‘unlocks’ chromatin locally by displacing the H1 linker histone and by recruiting SWI/SNF chromatin remodelers, but broad changes in chromatin accessibility occur later. Our study provides a mechanistic framework for patterning of inflorescence architecture and uncovers striking similarities between LFY and animal pioneer transcription factor.

## Abstract (web summary)

Pioneer transcription factors access their DNA binding motifs in closed chromatin and often act in cell fate reprogramming. Here, Jin et al. present biochemical evidence for a pioneer factor in plants and show that LFY promotes floral cell fate and locally unlocks chromatin by displacing histone H1 and recruiting SWI/SNF chromatin remodelers.

## Introduction

Chromatin prevents expression of inappropriate or detrimental gene expression programs, allowing the formation of distinct cell types from the same genome^1^. The basic unit of chromatin is the nucleosome comprised of 147 base-pairs of DNA wrapped nearly two turns around the histone octamer^2^. Chromatin is further compacted by nucleosome/nucleosome interactions and by the linker histone H1, which associates with the dyad (midpoint) of the nucleosome and the linker DNA near the nucleosome entry and exit^3^. During cell fate reprogramming in eukaryotes, master transcription factors silence and activate new gene expression programs in the context of chromatin^4–6^. While it is easy to imagine how master transcription factors bind to active genes in open chromatin to trigger silencing, it is difficult to envision how these sequence-specific binding proteins can access their cognate motifs in silent chromatin to activate gene expression. This is because nucleosomes are refractory for most transcription factor binding^7–11^. However, a special class of transcription factors, termed pioneer transcription factors, can access their cognate binding motifs in the nucleosome^1,4,12–17^. These pioneer transcription factors play important roles in cell fate reprogramming. For example, the mammalian pioneer transcription factor FoxA reprograms fibroblast to hepatocytes^16,18–20^, while the Oct4, Klf4 and Sox2 pioneer transcription factors reprogram fibroblasts to induced pluripotent stem cells^14,21,22^. Defining criteria for pioneer transcription factors are (1) ability to bind cis motifs in the context of a nucleosome both in vitro and in vivo, (2) facilitating access of additional, non-pioneer, transcription factors to target loci via local chromatin opening and (3) cell fate reprograming^13–15,23,24^.

Plant development occurs after embryogenesis and is tuned by the environment, a likely adaptation to the sessile lifestyle^25^. Not surprisingly, many master transcription factors that reprogram cell fate have been identified in plants. For example, the bHLH transcription factors MUTE and FAMA reprogram leaf epidermal cells to guard cell fate^26,27^, while AP2 family transcription factors WOUND INDUCIBLE1 and BABY BOOM cause de-differentiation upon wounding and somatic embryo formation on seedlings, respectively^28,29^. The NF-Y complex transcription factor LEAFY COTYLEDON1 (LEC1) also promotes embryo fate in seedlings^30^. The helix-turn-helix (HTH) transcription factor LEAFY (LFY) is necessary and sufficient to trigger flower formation on inflorescences^31,32^ and reprograms cells in roots of growing seedlings to flower fate, when ectopically expressed together with the pluripotency factor WUSCHEL^33^. In root explants, inducible activation of LFY is sufficient to trigger synchronous, abundant flower formation bypassing elaboration of a shoot^34^. Finally, MADS box transcription factors of the SEPALLATA (SEP) family can reprogram cauline leaves into floral organs^35^.

Pioneering activity has been proposed for several of these plant transcription factors, including LEC1^36^. The NF-YB homolog LEC1^37–39^ has not been tested for pioneer activity in plants. In animals, NF-YB is recruited as a component of the histone fold NF-Y complex, which binds closed chromatin by displacing histones^15,40–45^. MADS box transcription factors and LFY associate with genomic regions in Arabidopsis that are not in an open chromatin configuration based on DNAse hypersensitivity^46,47^. While the available data hint at possible pioneer factor activity, it has not yet been established for any of these plant transcription factors whether they can indeed access nucleosome occupied binding sites in vivo or in vitro. The ability of LFY to reprogram root cells to floral fate prompted us to investigate whether LFY acts as a pioneer transcription factor. A key direct target of LFY is *APETALA1* (*AP1*), a MADS box transcription factor that commits primordia in the inflorescence to flower fate^48–50^. LFY upregulates *AP1* both directly and indirectly, via a series of coherent ‘and’ logic feed-forward loops^48,51,52^. The LFY binding site at the *AP1* locus is critical for locus activation^53^ and LFY association with this site has been structurally characterized^54^.

Here we use complimentary biochemical, genomic and structural approaches to test whether LFY is a bonafide pioneer transcription factor. We find that in vitro LFY binds with high affinity and specificity to a native regulatory fragment from the *AP1* locus in the context of a nucleosome. In vivo, the majority of the LFY bound sites, including that at *AP1*, are nucleosome occupied and isolated LFY-associated DNA fragments are co-bound by histones. LFY displaces linker histone H1 and recruits SWI/SNF chromatin remodelers at the *AP1* locus, this triggers subsequent changes in chromatin accessibility. Our findings identify LFY as a pioneer transcription factor, link pioneer activity of LFY to competency for cell fate reprogramming and pave the way for understanding the molecular basis for the developmental plasticity of plants.

## Results

### LFY binds nucleosomes in vitro

To test ability of the helix-turn-helix transcription factor LFY to occupy its binding site in the context of nucleosomes, we focused on its key target *AP1*^48^. Analysis of a published MNase-seq dataset^55^ revealed a nucleosome whose midpoint (dyad) was positioned near the functionally important^53^ LFY binding site at the *AP1* locus (Fig. 1a). We cloned and Cy5 labeled a 160 bp DNA fragment that encompasses this nucleosome with the LFY target site at its center. Using recombinant, purified, full-length LFY protein (Supplementary Fig. 1a) we tested LFY binding to this naked *AP1* regulatory DNA fragment by electrophoretic mobility shift assays (EMSAs). LFY bound its target site in the *AP1* fragment with high affinity based on the apparent dissociation constant (K_D_), and with high specificity as binding was abolished when we mutated the known consensus motif^56,57^ (Supplementary Fig. 1b, d). Using established procedures^14,15^, we next assembled the 160 base-pair native *AP1* regulatory region, containing the wild-type or a mutated LFY binding site, with purified recombinant histones by salt gradient dilution (Supplementary Fig. 1e, f). Both DNA fragments formed stable nucleosomes, which we further purified using glycerol gradients (Supplementary Fig. 1f, g). EMSAs revealed that LFY also associates with the nucleosomal template with high affinity (Fig. 1b). The LFY target site is near the nucleosome dyad, where it resides in vivo (Fig. 1a) and where histone-DNA interactions are strongest^58,59^. LFY did not bind the nucleosomal substrate when its consensus motif was mutated, indicating that LFY binds the nucleosome in a sequence specific manner (Fig. 1b). Based on the apparent dissociation constants (5–10 nM), the affinity of LFY for the endogenous sequence-based nucleosomal template is high (Fig. 1c), albeit slightly lower than those described for mammalian pioneer transcription factors (1-2 nM or 2–6 nM)^14,15^. Like LFY, these pioneer transcription factors also have higher affinity for the naked DNA than for the nucleosomal template^15^. We conclude that LFY binds its binding motif in the context of a nucleosome in vitro.

**Fig. 1:**
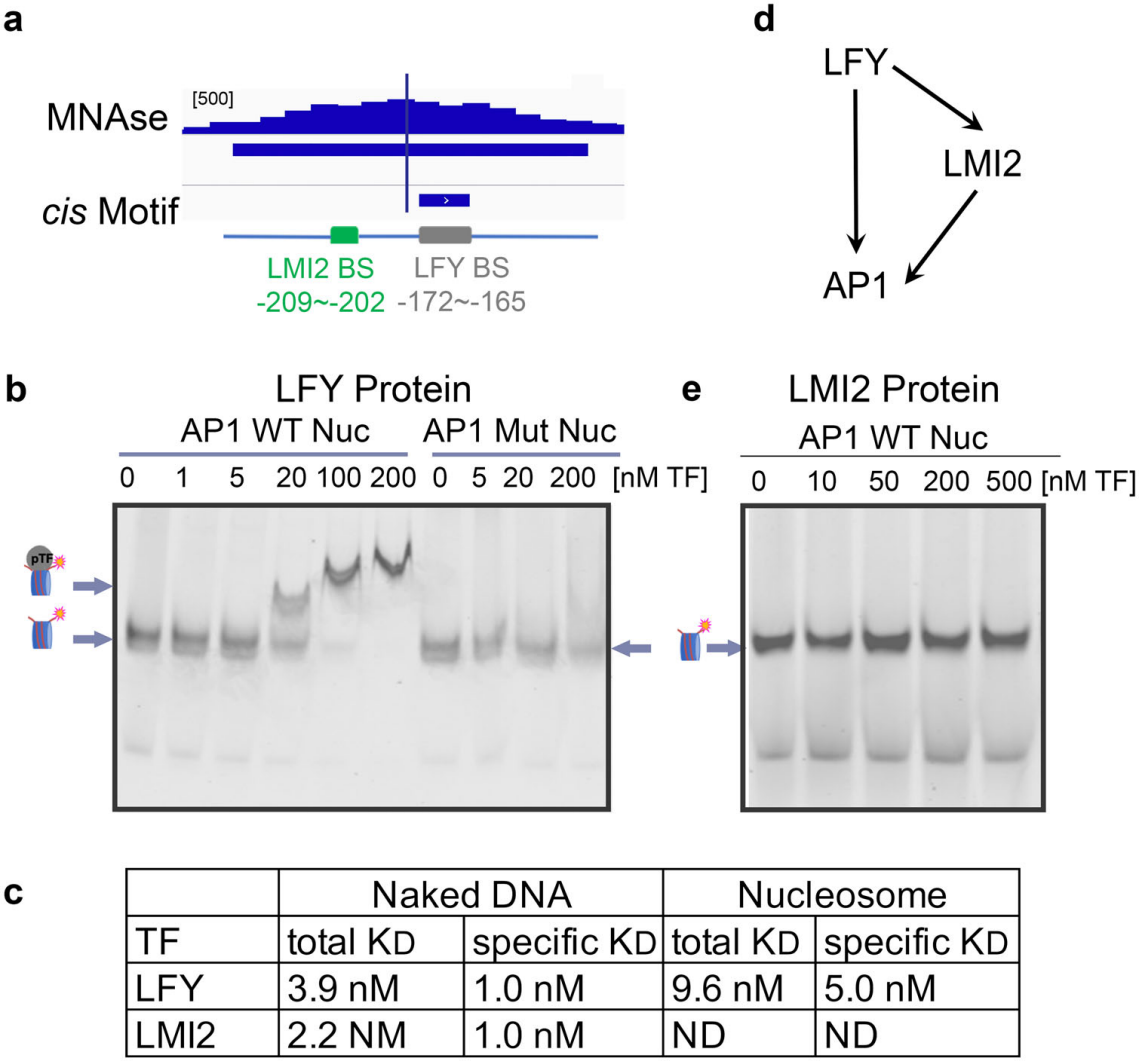
The helix-turn-helix transcription factor LFY binds specifically and with high affinity to nucleosomal DNA in vitro. **a** Top: Nucleosome at the *AP1* regulatory region positioned over a functionally important LFY binding site^53, 55^. Vertical line: nucleosome mid-point (dyad). Browser screenshot: MNase-seq reads. Below: significant nucleosome (DANPOS *q* value ≤ 10^−100^) with color saturation proportional to the signal strength. Short horizontal line: LFY binding motif (consensus core = CCANTGG)^53, 54, 57^. Bottom: *AP1* locus regulatory region with binding site for LFY and for the MYB transcription factor LMI2^51, 60^ and their distance from the transcription start site. **b** EMSA of LFY binding to native *AP1* regulatory DNA assembled into nucleosomes containing a wild-type (left) or a mutated (right) binding motif at the nucleosome dyad. Arrows and drawings on the left indicate nucleosome alone (bottom) and transcription factor nucleosome complex (top). The supershift observed at high molar excess is typical of nucleosomal EMSAs^14, 15^. The experiment was repeated three times with similar results. **c** Apparent dissociation constants (K_D_ in nM) of LFY and LMI2 binding based on the decrement of nucleosome (total binding) or the first bound nucleosome (specific binding) as described in Ref. ^14^. ND: not detectable. **d** LFY and LMI2 feed-forward loop for transcriptional activation of *AP1*^51^. **e** EMSA of LMI2 binding to native *AP1* regulatory DNA containing the wild-type binding motif assembled into a nucleosome. The experiment was repeated three times with similar results. See also Supplementary Fig. 1.

We have previously shown that LFY activates *AP1* together with a MYB transcription factor termed LATE MERISTEM IDENTITY 2 (LMI2) in a coherent ‘and’ logic feed-forward loop^51^ (Fig. 1d). The LMI2 binding site^51,60,61^ is 30 bp away from the LFY binding site near the nucleosome dyad (Fig. 1a). This provides an opportunity to test whether this transcriptional activator of *AP1* can also associate with nucleosomes in vitro. After purifying recombinant LMI2 protein, we first probed LMI2 association with its binding site in the 160 bp naked *AP1* regulatory DNA in vitro (Supplementary Fig. 1a). LMI2 bound the *AP1* locus regulatory DNA in a binding site-specific manner and with high affinity (Supplementary Fig. 1c, d; Fig. 1c). We next tested LMI2 association with its binding motif in the context of a nucleosome. Unlike LFY, LMI2 was unable to bind its target sequence in a nucleosome even at high molar excess (Fig. 1e). Thus, although LMI2 in vitro shows higher affinity for the naked *AP1* locus DNA fragment than LFY, its association with the DNA is blocked by a nucleosome.

### LFY binds nucleosomes in vivo

We wished to use root explants to test whether LFY can associate with nucleosomes in vivo. This system uses inducible (dexamethasone steroid triggered) nuclear entry of a glucocorticoid receptor hormone binding domain fusion of LFY (35S:LFY-GR)^48^. In root explants, unlike in inflorescences, 35S:LFY-GR activation triggers synchronous, abundant, flower formation^34^ (Supplementary Fig. 2a, b). We characterized the root explant reprogramming system by examining the kinetics of LFY binding and gene activation, focusing on the *AP1* locus. LFY binding to *AP1* was rapid, with strong occupancy observed already 20 min after dexamethasone application (Supplementary Fig. 2b, c). Robust *AP1* induction was first observed 24 h after LFY activation with further increases in *AP1* message accumulation until day five (Supplementary Fig. 2d). To probe whether the LFY binding site at the *AP1* locus is nucleosome occupied, we conducted micrococcal nuclease (MNase) digestion followed by tiled oligo qPCR. This uncovered a nucleosome centered over the LFY binding site at the *AP1* locus at a similar position as in the published dataset (Supplementary Fig. 2e and Fig. 1a).

To assess nucleosome occupancy at LFY bound sites genome-wide, we next conducted chromatin immunoprecipitation (ChIP) and MNase digestion in root explants one hour after steroid or mock treatment (Fig. 2a) followed by sequencing. ChIP-seq with LFY-specific antibodies^57^ identified 1177 significant (MACS2 summit qvalue ≤10^−10^) LFY binding peaks in the steroid treated tissue (Supplementary Data 1). The quality of the ChIP-seq data was high based on replicate concordance (Supplementary Fig. 3a–c). Moreover, the majority of the LFY binding peaks contained the known LFY consensus motif^56,57^ under the peak summit (Supplementary Fig. 3d, e). Lastly, a significant fraction of the LFY binding peaks identified in root explants overlapped with those previously identified during the switch to floral fate^57^ (Supplementary Fig. 3e). To probe nucleosome occupancy, we employed MNase-seq after using both low digestion, which is customarily used to capture ‘fragile’ nucleosomes when investigating pioneer transcription binding to nucleosomes in vivo^16^, or standard (high) MNase digestion. Nucleosome occupancy was assessed immediately prior to (one hour mock treatment) or after (one hour steroid treatment) LFY nuclear entry. All MNase-seq datasets were of high quality on the basis of characteristic phased nucleosome occupancy (Supplementary Fig. 4a-c).

**Fig. 2:**
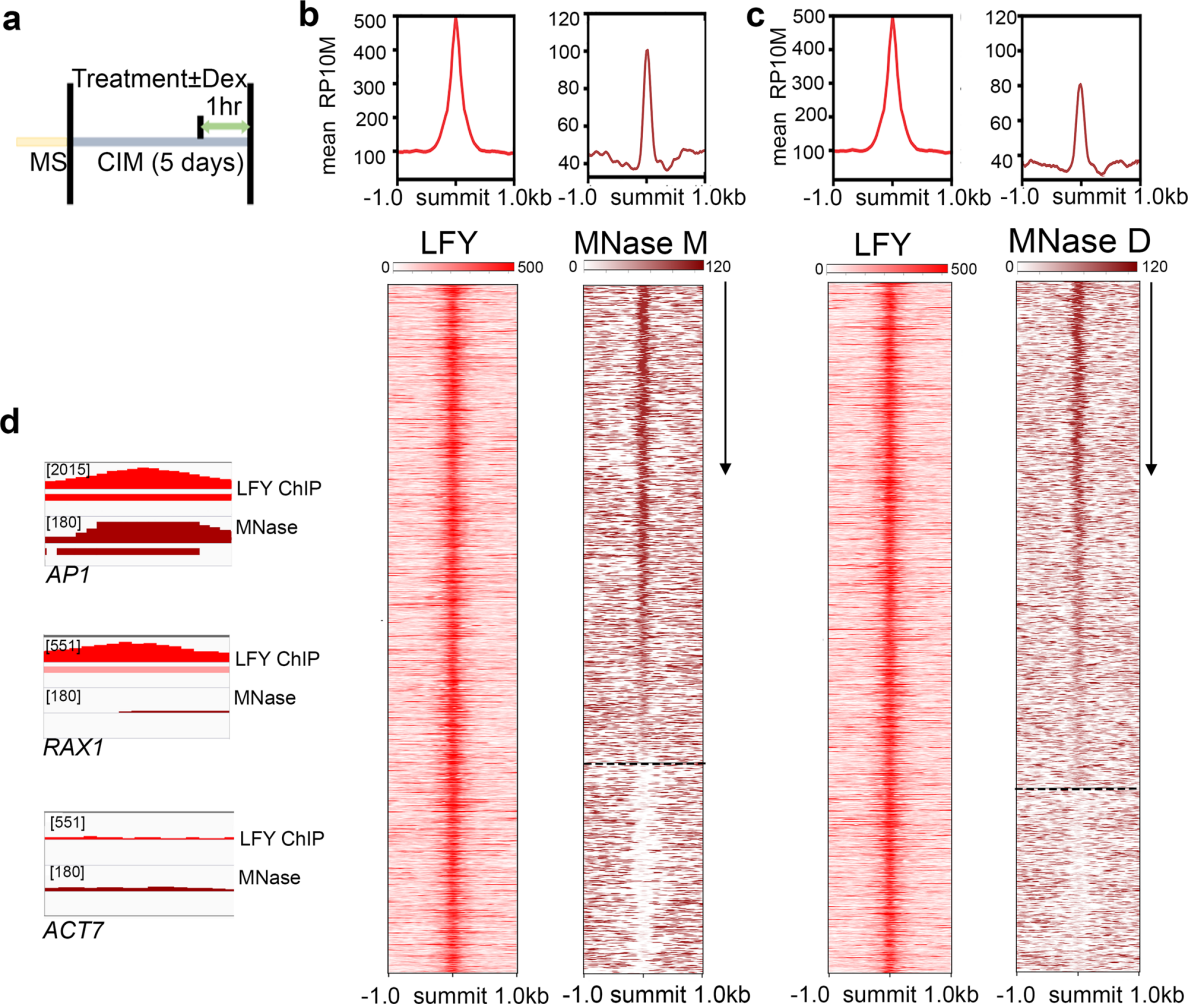
LFY binds nucleosomes in vivo during root explant reprogramming. **a** Experimental setup to test in vivo association of LFY with nucleosomal DNA and timeline for LFY-GR treatments. MS: seedling growth medium, CIM: root explant medium. **b**, **c** Top: Mean signal of significant LFY ChIP-seq (RP10M; *q* value ≤ 10^−10^, MACS2) and of nucleosome occupancy (DANPOS; *q* value ≤ 10^−50^) in root explants ± 1 kb of significant LFY peak summits. Bottom: ChIP-seq and MNase-seq signal in a 2 kb region centered on significant LFY peak summits and ranked by nucleosome occupancy levels (arrow) in the LFY peak summit region (±75 bp). Root explant treatments: LFY-GR ChIPseq: one-hour steroid treatment. MNase: low MNase digestion of one-hour mock treated LFY-GR samples (b) or low MNase digestion of one-hour steroid treated LFY-GR samples (c). Dotted lines separate nucleosome occupied (top) from nucleosome free (bottom) LFY binding sites. **d** Browser view of LFY ChIPseq and MNase-seq at known LFY targets (*AP1* and *RAX1*) and at the housekeeping gene *ACTIN7* (*ACT7*). Below: significant LFY ChIP-seq peak and nucleosome; color saturation proportional to the negative log 10 *q* value and the signal strength, respectively. See also Supplementary Figs. 2 - 4.

To identify LFY binding events at nucleosome occupied sites, we called significant nucleosomes using DANPOS (occupancy qval ≤10^−50^) in the MNase-seq datasets. We next compared LFY binding and nucleosome occupancy in a 2 kb region centered on the significant LFY peaks and ranked on the signal strength of the nucleosomes present under the peak summit region (Fig. 2b, c, Supplementary Fig. 4d). Immediately prior to LFY nuclear entry, most LFY binding sites were nucleosome occupied (68%, Fig. 2b). Similar results were obtained with high MNase digest or when we probed nucleosome occupancy immediately after LFY binding (Fig. 2c, Supplementary Fig. 4d, Supplementary Data 1). The extent of the overlap between LFY binding and nucleosome occupancy (Fig. 2b, c, Supplementary Fig. 4d) is similar to that described for Sox2^14^ and FoxA2^16^, supporting the notion that LFY can bind to nucleosomal DNA in vivo.

Genes at which the LFY binding site was nucleosome occupied include *AP1*, as expected (Fig. 2d, Supplementary Fig. 4e). At another known LFY target, *REGULATOR OF AXILLARY MERISTEMS 1* (*RAX1*)^62^, LFY bound naked DNA (Fig. 2d, Supplementary Fig. 4e). RAX1 promotes meristem growth prior to onset of flower formation^62^. The housekeeping gene *ACTIN7* was neither bound by LFY nor had nucleosomes positioned over regulatory regions and was chosen as a negative control locus (Fig. 2d, Supplementary Fig. 4e).

To further test the ability of LFY to associate with nucleosome occupied regions in vivo, we conducted sequential ChIP in root explants using chromatin sonicated to nucleosome sized, 150 base-pair, DNA fragments^63^ (Supplementary Fig. 5a). After initial immunoprecipitation for LFY, we dissociated the antigen/chromatin complex from the antibodies and subjected the chromatin to a second round of ChIP using a commercial anti H3 histone antibody. Sequential ChIP uncovered significant enrichment of H3 at *AP1*, but not at *RAX1* or the *ACT7* control locus (Fig. 3a). We probed additional loci where the LFY bound site was not (*LSH2*) or partially (*ACR7*) nucleosome occupied on the basis of our ChIP-seq and MNase-seq analyses (Supplementary Fig. 4e). Neither *LSH2* nor *ACR7* displayed H3 enrichment by sequential ChIP (Fig. 3a). The combined data confirm that LFY binds to its target site at the *AP1* locus in the context of a nucleosome in vivo.

**Fig. 3:**
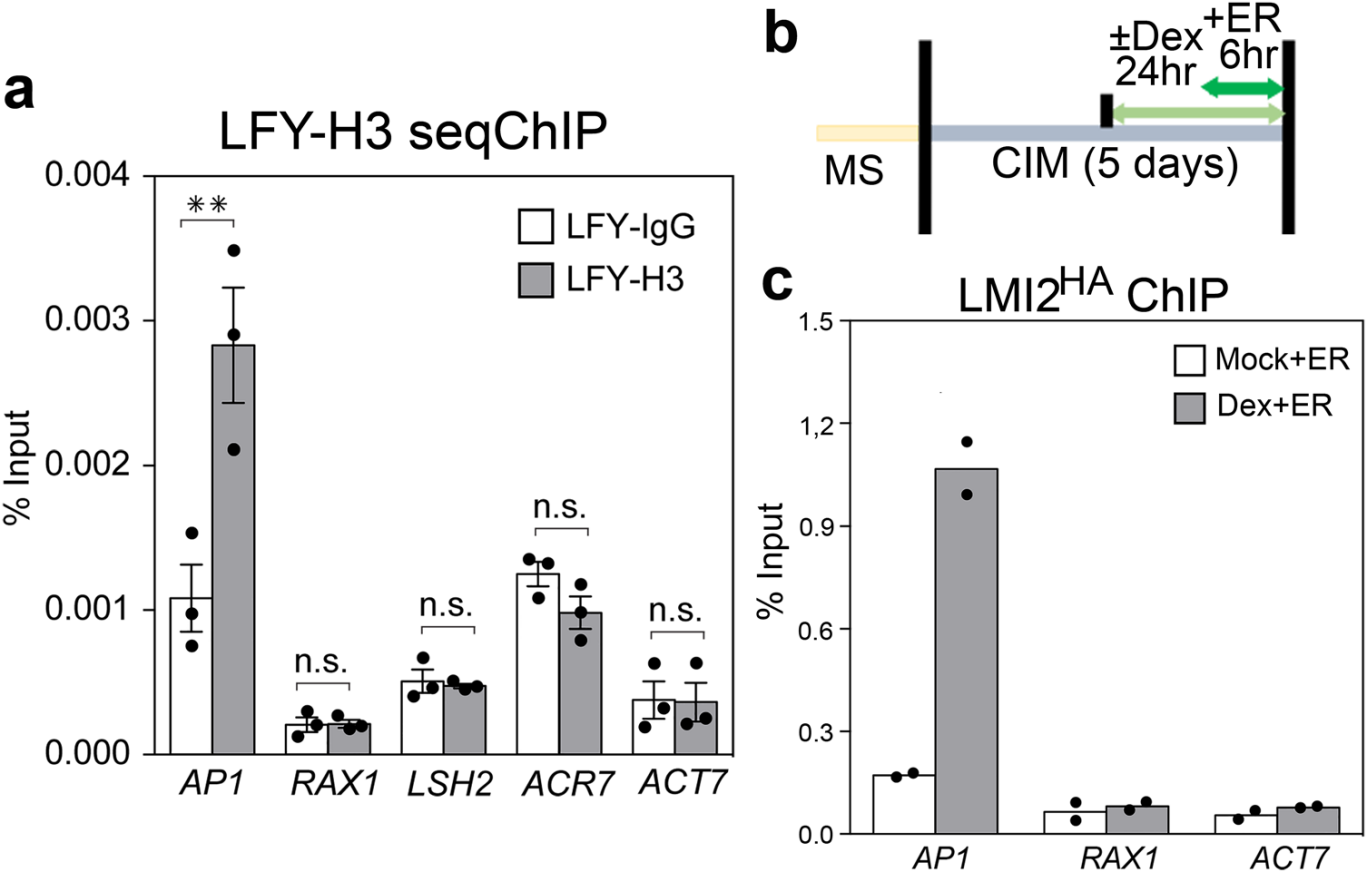
LFY binds nucleosomal DNA at the *AP1* locus and facilitates LMI2 chromatin access. **a** Sequential LFY and histone H3 or IgG control ChIP to test LFY binding to nucleosomal DNA. Root explants were treated for 24 h with dexamethasone (Dex) solution. *p* value ** =0.009 (*AP1*), not significant (n.s.); *p* = 0.47 (*RAX1*), *p* = 0.36 (*LSH2*) *p* = 0.94 (*ACR7*), *p* = 0.77 (*ACT7*), one-tailed students’ t-test, *n* = 3 independent biological experiments. Mean ± SEM. **b** Experimental setup to test LMI2-HA^ER^ recruitment to the *AP1* locus in root explants. 35S:LFY-GR root explants were either treated with (Dex) or without (Mock) steroid prior to estradiol (ER) induction of LMI2-HA^ER^. **c** LMI2-HA^ER^ ChIP-qPCR at LFY bound sites. Black dots depict means from *n* = 2 independent biological experiments.

Because the LMI2 binding motif is very close to that of LFY at the *AP1* regulatory region, (Fig. 1a), this provides us with the opportunity to examine whether LMI2 can associate with its target sequence at the *AP1* locus in the context of a nucleosome in vivo. After introducing an estradiol inducible version of LMI2 (LMI2-3HA^ER^) into the 35S::LFY-GR genetic background, we treated root explants either with mock solution (no LFY chromatin association) or with dexamethasone (LFY chromatin association)^34^, before inducing *LMI2-3HA*^*ER*^ expression by estradiol treatment (Fig. 3b, Supplementary Fig. 3b). Anti-HA ChIP-qPCR revealed that LMI2 bound to the *AP1* locus only after LFY activation (Fig. 3c). Thus without LFY, LMI2 does not associate with its binding site in the context of a nucleosome in vivo.

Next, we examined whether LFY binds nucleosome occupied sites in tissues where it triggers the switch from branch to flower fate^31^. Using public LFY ChIP-seq and MNase-seq datasets from stages when flowers form^46,64^, we found that as in root explants, the majority (60%) of the LFY binding peaks overlapped with a nucleosome (Fig. 4a, b). By contrast, analysis of inflorescence ChIP-seq data for the B3 domain transcription factor AUXIN RESPONSE FACTOR3/ETTIN (ARF3/ETT)^64,65^ uncovered that ETT preferentially binds naked DNA (9% of the binding peaks overlapped with a nucleosome, Supplementary Fig. 6a). Finally, we tested whether LMI2 can bind to the *AP1* locus in inflorescences, the physiological context for its activity. After mock or dexamethasone treatment of 25-day-old 35S::LFY-GR inflorescences grown in florally noninductive photoperiod^66^, we induced LMI2-HA^ER^. As in root explants, LMI2 bound to the *AP1* locus chromatin only after LFY activation (Fig. 4c). Thus, among the transcription factors examined, LFY alone strongly associates with target motifs occupied by nucleosomes in inflorescences.

**Fig. 4:**
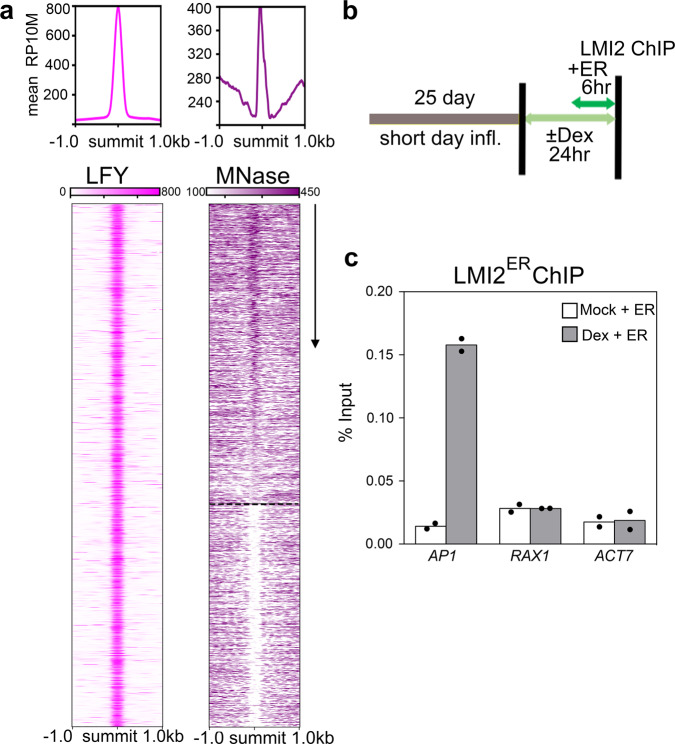
LFY binds to nucleosomes during flower formation. **a** Top: mean signals of significant LFY ChIP-seq (RP10M; MACS2 *q* value < 10^−465^)^46^ or nucleosome occupancy (MNase-seq; DANPOS *q* value < 10^−300^)^64^ in the region ±1 kb of significant LFY peak summits. Bottom: Heatmaps for LFY ChIP-seq^46^ and MNase-seq^64^ in a 2 kb region centered on significant LFY peak summits and ranked by nucleosome occupancy levels (arrow) in the LFY peak summit region (±75 bp). Dotted line separates nucleosome occupied (top) from nucleosome free (bottom) LFY binding sites. **b** Experimental setup to test LMI2-HA^ER^ recruitment to the *AP1* locus in inflorescences. 35 S:LFY-GR inflorescences grown in non-inductive photoperiod (short day) were treated with steroid (Dex) or mock solution prior to estradiol (ER) induction of LMI2-HA^ER^. **c** LMI2-HA^ER^ ChIP-qPCR at *AP1*, *RAX1* and *ACT7* loci. Black dots depict means from *n* = 2 independent biological experiments. The % input for LMI2 ChIP is lower than in root explants (Fig. 2c) as fewer cells are responsive to reprogramming in the inflorescence^34^. See also Supplementary Fig. 6.

### LFY binding to chromatin enriched DNA promotes floral fate in root explants

Pioneer transcription factors enable gene expression changes in the context of closed chromatin by allowing binding of additional non-pioneer transcription factors and by directly or indirectly opening the chromatin at target loci^18,21,67,68^. Analysis of histone modifications in root explants^69^ revealed that in the absence of LFY, both the *AP1* and the *RAX1* loci are marked by the repressive histone modification H3K27me3, while no H3K27me3 was present at the *ACT7* locus (Fig. 5a). Conversely, *ACT7* was significantly associated with the active H3K4me3 histone modification, which was absent from the *AP1* and *RAX1* loci (Fig. 5a). To monitor gene expression changes triggered by LFY, we next conducted a time-course RNA-seq analysis 1, 6, or 24 h after dexamethasone or mock treatment in root explants (Supplementary Fig. 7). 

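The libraries came from root explants of 35S:LFY-GR plants, in which LFY is fused to the hormone binding domain of the glucocorticoid receptor, so that the fusion protein enters the nucleus when the steroid dexamethasone is applied. Explants on callus inducing medium received 5 µM dexamethasone or mock solution for the last 1, 6, or 24 h of the same incubation. All explants were therefore harvested at the same age, and the time points differ in when the treatment began. Each of the 6 conditions had 2 biological replicates, A and B, which gave 12 libraries. The authors mapped single-end reads with STAR, counted the reads on each Araport11 gene with HTSeq without using the strand, and deposited these counts without normalization. Because strand was not used, reads from overlapping or antisense genes are not separated by strand. Reads from the LFY-GR transgene are counted together with those of endogenous *LFY*. Reads aligned to several places in the genome were kept out of the gene counts. They made up between 6.90% and 22.2% of the reads that were recorded as on a gene, on no gene, ambiguous or not uniquely aligned. Both extremes were at 24 h, with 22.2% and 13.0% in the mock libraries A and B and 11.7% and 6.90% in the dexamethasone libraries. At that time point the makeup of the libraries thus differed with treatment, and the cause was not tested.

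At 1 h, 46891400 and 49562495 reads were counted on genes in the mock libraries A and B, and 56245920 and 57545315 in the dexamethasone libraries. At 6 h the totals were 51894841 and 64567296 for mock and 64500029 and 66789371 for dexamethasone. The 24 h libraries were smaller, with 25879110 and 21484341 reads for mock and 18511462 and 22524621 for dexamethasone. The median over the 4 libraries of a time point was 52904208 reads at 1 h, 64533662 at 6 h and 22004481 at 24 h. The count files list 37336 genes. Dexamethasone was compared with mock within each time point by edgeR's quasi-likelihood test after TMM normalization, and genes with a Benjamini-Hochberg adjusted *p* under 0.01, the cutoff of the paper, were called differentially expressed. After removal of genes with low counts, 20447, 20829, and 19288 genes were tested at 1, 6, and 24 h. The variation between replicates, as edgeR's biological coefficient of variation, was 0.141 at 1 h, 0.0964 at 6 h and 0.0611 at 24 h. The weight that the test gives to the spread shared by all genes is measured by its prior degrees of freedom. These were 3.72 at 1 h, 3.61 at 6 h and 32.2 at 24 h, beside 2 residual ones each. At the same standard error, the test therefore had less power at 1 and 6 h than at 24 h. In data simulated from the same libraries with 200 changed genes, the edgeR test recovered 69.0% of them at 1 h, 83.5% at 6 h and 87.8% of the 197 that were tested at 24 h. These genes were changed 2-fold or 4-fold, and replicates were drawn independently, without a difference shared by libraries of the same letter. Recovery from the real libraries can therefore be lower, and few calls at 1 or 6 h are not evidence that few genes responded. DESeq2, the tool of the paper, was run on the same counts as an alternative.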

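The difference between libraries was measured as the root mean square difference in log2 CPM, the counts scaled to a common library size, over 21241 genes. At 1 h, the 4 pairs of a dexamethasone with a mock library differed by 0.43 on average, from 0.33 to 0.60, while the mock replicates differed by 0.36 and the dexamethasone replicates by 0.51. The ratio of the mean difference between treatments to that between replicates was 0.988. This ratio takes no account of the replicate letter, and at 1 h libraries with the same letter deviated together. Across genes, the difference between replicates A and B of mock correlated with that of dexamethasone with a coefficient of 0.567. A dexamethasone and a mock library of the same letter differed by 0.38 on average at 1 h and those of different letters by 0.48. At 6 h the pairs across treatments differed by 0.39 on average and the replicates by 0.45 for mock and 0.22 for dexamethasone, a ratio of 1.16. At 24 h, each of the 4 pairs across treatments, from 0.74 to 0.78, was further apart than the mock replicates at 0.53 or the dexamethasone replicates at 0.56, and the ratio was 1.40. With the 500 most variable genes alone, the ratio at 24 h was 1.82. The 3 ways of dividing 4 libraries into pairs cannot give a *p* below 0.333 in an exact permutation test, and no test was made of these ratios.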

Transcriptomes of dexamethasone and mock treated root explants began to differ from each other 24 h after LFY activation (Supplementary Fig. 7a). *RAX1* was upregulated significantly 6 h (weakly) or 24  h (strongly) after steroid application, while *AP1* was significantly and strongly induced only 24 h after dexamethasone application (Fig. 5b, Supplementary Fig. 7b). 

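*RAX1* (AT5G23000) lies on the plus strand of chromosome 5 of TAIR10, from 7696135 to 7698022. At 1 h its expression in CPM, counts scaled to library size by edgeR, was 2.50 ± 0.269 in mock and 2.98 ± 1.16 in dexamethasone treated explants (SD, *n* = 2 each), a log2 fold change of 0.24 (standard error 0.31, edgeR adjusted *p* = 0.953). At 6 h, 180 and 155 reads were counted in the mock and 498 and 498 in the dexamethasone libraries. These correspond to 2.84 ± 0.569 and 7.28 ± 0.195 CPM (SD, *n* = 2 each). The log2 fold change was 1.36 (standard error 0.17), with an adjusted *p* of 0.123 from edgeR's quasi-likelihood test and of 2.05e-06 from DESeq2. At 24 h, 19 and 33 reads in mock and 360 and 402 reads after dexamethasone gave a log2 fold change of 4.03 (standard error 0.22, edgeR adjusted *p* = 1.18e-16), which stayed between 3.57 and 4.59 when each library was left out in turn.

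*AP1* (AT1G69120) lies on the minus strand of chromosome 1, from 25982294 to 25986349. It was weakly expressed in mock treated explants, with 10 and 9 reads at 1 h, 21 and 19 at 6 h, and 4 and 1 at 24 h. After dexamethasone, 23 and 15 reads were counted at 1 h and 50 and 57 at 6 h. The log2 fold changes were 0.81 at 1 h (standard error 0.44, edgeR adjusted *p* = 0.953) and 1.21 at 6 h (standard error 0.30, edgeR adjusted *p* = 0.270). With the replicate letter as a block, the log2 fold changes at 1 h were 0.80 for *AP1* and 0.20 for *RAX1*, with adjusted *p* of 0.483 and 0.765 from edgeR. At 24 h, 286 and 229 reads were counted after dexamethasone, or 12.4 ± 3.66 CPM against 0.101 ± 0.0781 in mock (SD, *n* = 2 each). The log2 fold change at 24 h was 6.81 (standard error 0.39, edgeR adjusted *p* = 2.73e-16) and ranged from 6.23 to 7.88 with each library left out in turn, since the mock value rests on few reads. With the normal shrinkage of DESeq2, which pulls the fold changes of genes with few reads toward 0, it was 2.57 for *AP1* and 2.51 for *RAX1*. The response at 24 h was larger than at 6 h by 5.64 on the log2 scale for *AP1* (standard error 0.59, adjusted *p* = 0.000197) and by 2.67 for *RAX1* (standard error 0.43, adjusted *p* = 0.00276) in edgeR's test of the difference between time points, fitted over the 12 libraries.

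**Figure D1:**
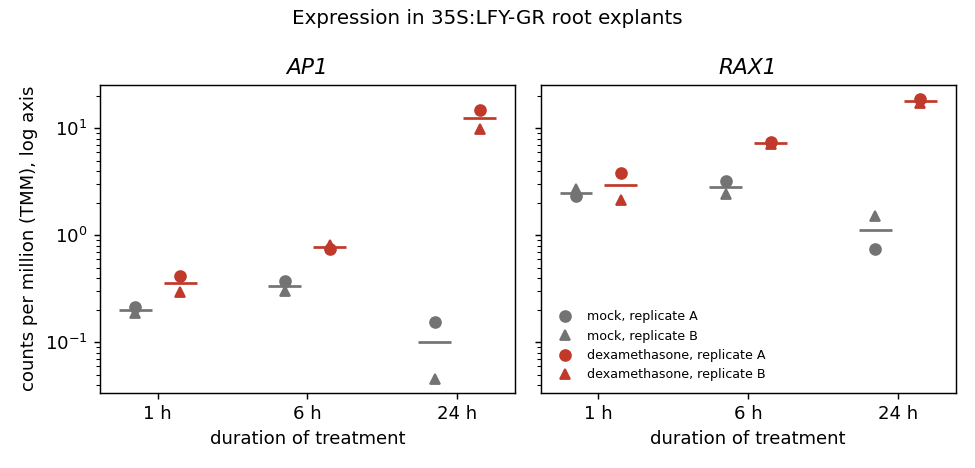
Expression of *AP1* and *RAX1* in mock and dexamethasone treated root explants, in CPM on a log axis, against the duration of treatment in hours. Circles are replicate A, triangles replicate B, and lines the means of the 2 replicates. At 24 h, *AP1* was at 15.0 and 9.84 CPM after dexamethasone and at 0.156 and 0.0458 in mock, the latter values resting on 4 reads and 1 read.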

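Supplementary Data 1 annotates 1087 genes to LFY ChIP-seq peaks, of which 1082 are listed in the count files. Of the genes past the threshold of edgeR's quasi-likelihood test, 0 at 1 h, 1 at 6 h and 360 at 24 h were among these LFY bound genes. With DESeq2 on the same counts, the numbers were 5, 33, and 286. The gene called at 6 h was *GA2OX4* (AT1G47990, chromosome 1, 17698598 to 17701041), which had 340 and 426 reads in mock and 2522 and 2700 after dexamethasone. Its log2 fold change at 6 h was 2.57 (standard error 0.08, edgeR adjusted *p* = 0.0039). At 1 h, *GA2OX4* had 289 and 359 reads in mock and 708 and 813 after dexamethasone, a log2 fold change of 1.06 (standard error 0.17). It was not past the threshold at 1 h in edgeR's test (adjusted *p* = 0.414). With DESeq2 and with the replicate letter as a block in edgeR it was, with adjusted *p* of 0.000963 and 2.32e-06.

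The second round of peak annotation in the paper assigned peaks to the nearest LFY dependent gene, so enrichment was tested with the 942 genes of the first round. At 24 h, 284 of these genes were differentially expressed, or 9.48% of all differentially expressed genes, against 3.33% of the other genes tested (odds ratio 3.04, two-sided Fisher's exact test, *p* = 7.92e-43). With both rounds of annotation, the latter of which selected for LFY dependence, the odds ratio was 3.59. At 1 and 6 h the edgeR calls were too few for an odds ratio. Among the genes called by DESeq2, 14.8% were LFY bound at 6 h against 4.09% of the others (odds ratio 4.08, two-sided Fisher's exact test, *p* = 5.99e-09), and 7.55% at 1 h against 4.21% (odds ratio 1.86, two-sided Fisher's exact test, *p* = 0.286).

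With the replicate letter as a block at 1 h, where libraries of one letter deviated together (correlation 0.567), edgeR's test called 42 LFY bound genes. Of the genes called with the block, 8.47% were LFY bound by the first round of annotation, against 4.05% of the others (odds ratio 2.19, two-sided Fisher's exact test, *p* = 7.88e-05).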

In total we identified 5, 33, and 302 LFY bound and differentially expressed genes 1, 6, or 24  h after LFY activation, respectively (DESeq2 q-value ≤ 0.01 Supplementary Fig. 7c). The direct LFY regulated targets in root explants overlapped significantly with known direct LFY targets (Supplementary Fig. 7c)^57^. We next divided these direct LFY regulated targets into those where the LFY binding site was nucleosome occupied and those where the LFY binding site was nucleosome free. 

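Supplementary Data 1 gives the nucleosome overlap of 1176 LFY peak summits in 4 MNase-seq datasets, from low and high digestion of mock and dexamethasone treated explants. In these, 645 and 882 peaks overlapped a nucleosome in mock at low and high digestion, and 665 and 703 after dexamethasone. The share of occupied sites that the paper's text gives for low digestion in mock is larger than 645 of 1176. Its heatmaps rank sites by the nucleosome in a region around the summit, and whether that accounts for the gap was not tested. At 632 peaks a nucleosome was present in at least 3 of the 4 datasets. A gene was taken as nucleosome occupied if any of its LFY peaks met this criterion. Of the LFY bound genes that were differentially expressed at any time point in edgeR's test, 219 were nucleosome occupied and 125 nucleosome free, and the rest had no peak among those 1176. Among the genes called by DESeq2, 183 were occupied and 100 free. *AP1* was nucleosome occupied, with one peak overlapping a nucleosome in 4 datasets and another in 3, while each peak at *RAX1* did so in 1 dataset and *RAX1* was nucleosome free.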

The two groups of genes showed similar expression fold changes in response to dexamethasone treatment at all timepoints assayed (Supplementary Fig. 7d). 

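At 1 h, the mean log2 fold change was 0.13 ± 0.25 in nucleosome occupied targets (SD, *n* = 214 genes tested) and 0.12 ± 0.28 in nucleosome free targets (SD, *n* = 123), a difference of 0.01 (two-sided permutation test over genes, *p* = 0.728). At 6 h the means were 0.23 ± 0.84 (SD, *n* = 218) and 0.25 ± 0.47 (SD, *n* = 123), which differ by -0.02 (*p* = 0.850, permutation test). At 24 h they were 0.33 ± 1.63 (SD, *n* = 219) and 0.52 ± 1.51 (SD, *n* = 125), a difference of -0.19 (*p* = 0.293, permutation test). Adjusted over the 3 time points by the Benjamini-Hochberg method, each *p* was 0.850. The SD is over genes, which share the same 4 libraries and are not independent replicates. The absolute log2 fold change at 24 h had a mean of 1.00 in occupied and 1.06 in free targets (*p* = 0.672, permutation test). When only genes occupied in 4 datasets were compared with genes occupied in none, the difference at 24 h changed sign to 0.21 (*p* = 0.586, permutation test, 153 and 21 genes). Medians at 6 h, 0.07 and 0.14, came closest to a difference (*p* = 0.0562, permutation test).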

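Gene ontology annotation was not used here, and flower related genes were instead identified by keywords such as floral, flowering and flower development in the curated gene summaries of the reference annotation. Only 116 of the 219 nucleosome occupied targets (53.0%) and 64 of the 125 nucleosome free targets (51.2%) have such a summary, less than the 80% set as a minimum, so a comparison of both classes by this means is void and the numbers serve as a description. A flower related summary was present for 6 of the 116 occupied targets and 1 of the 64 free targets (two-sided Fisher's exact test, *p* = 0.424). The keywords do not tell genes that promote flowering from genes that repress it or act in the flower in another way. The occupied targets with such a summary are *AP1*, *TFL1*, *TEM1*, *FD*, *IDL4* and *HAE*, and the free target is *ML4*. With the exception of *AP1* and *TFL1*, these genes are named because the keywords found them, after their values were seen. *TEM1* rose at 24 h by a log2 fold change of 1.20 (standard error 0.12, edgeR adjusted *p* = 1.00e-09), while *IDL4* and *HAE* fell by 0.79 and 0.62 on the log2 scale. The smaller increases of *FD*, 0.54, and *ML4*, 0.33, were past the threshold in edgeR's test but not in DESeq2, with adjusted *p* of 0.0251 and 0.0111.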

Despite their similar behavior, on the basis of gene ontology term enrichment analysis (AgriGO2 GOslim) only LFY regulated targets where LFY bound to a nucleosome occupied binding sites were linked to flower development (Fig. 5c, Supplementary data 2). Thus, LFY binding in the context of nucleosome-enriched chromatin activates flower related genes in root explants.

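At 24 h, 165 of the 284 LFY bound genes of the first round of annotation that were differentially expressed had risen after dexamethasone (58.1%), against 1110 of 2635 differentially expressed genes without an LFY peak (42.1%, two-sided Fisher's exact test, *p* = 3.00e-07). Among the genes called by DESeq2, these shares were 58.1% and 39.8%. Of the nucleosome occupied targets, 110 had risen and 109 had fallen at 24 h, and of the nucleosome free targets 79 had risen and 46 had fallen (two-sided Fisher's exact test, *p* = 0.0242, and *p* = 0.0747 with the calls of DESeq2). The directions of both classes cover all their targets and do not test the paper's conclusion on flower related genes. The paper reasons to that conclusion from its gene ontology analysis, in which only the nucleosome occupied targets were linked to flower development despite the similar behavior of both groups (Fig. 5c).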

**Fig. 5:**
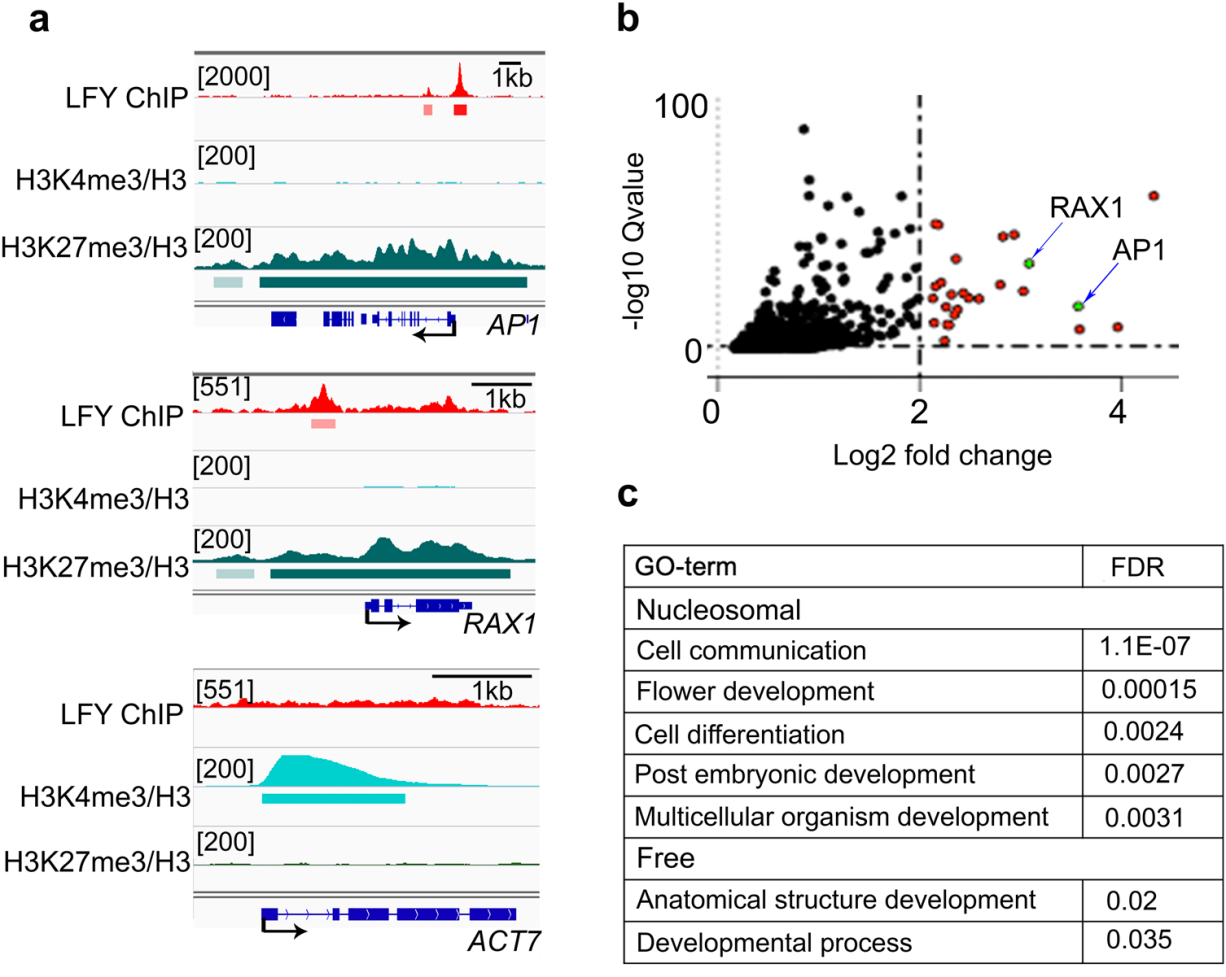
LFY binding in the context of nucleosome-enriched chromatin activates flower related genes. **a** Browser view of LFY occupancy (this study) and presence of H3K27me3/H3 or H3K4me3/H3 based on analysis of a public ChIPseq dataset^69^ in root explants at *AP1*, *RAX1*, and *ACT7*. Significant ChIP peaks (*q* value ≤ 10^−10^ MACS2 for LFY and *q* value ≤ 10^−100^ for histone modifications) are marked by horizontal bars, with the color saturation proportional to the negative log 10 *q* value (as for the narrowPeak file format in ENCODE). **b** Volcano plot of genes differentially expressed 24 h after dexamethasone relative to mock treatment (*n* = 2042, adjusted DESeq2 *p *value ≤ 0.01). Red color denotes log 2 FC ≥ 2, arrows point to *AP1* and *RAX1*. **c** Significantly enriched development related Gene Ontology terms for LFY regulated genes whose LFY binding site was nucleosome occupied (Nucleosomal *n* = 202, FDR < 0.005; top) or nucleosome free (Free *n* = 101, FDR < 0.05; bottom). All significant GO terms identified are listed in Supplementary Data 2. See also Supplementary Fig. 7.

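At 24 h, 2995 genes were past an adjusted *p* of 0.01 in edgeR's quasi-likelihood test, of which 1306 had risen and 1689 had fallen after dexamethasone. DESeq2 on the same counts called 2041 genes, and 2034 of these were among the 2995. The setting that moved the count most without a change of threshold was a fit of all 12 libraries together, which called 1546 genes. Among genes with a mean of at least 50 reads, the largest increases were those of *TFL1*, AT2G22590 and *AP1*. *TFL1* (AT5G03840), an LFY bound and nucleosome occupied gene on chromosome 5, had 0 reads in both mock libraries and 281 and 272 reads after dexamethasone, and was at least 94.6-fold higher (edgeR adjusted *p* = 1.28e-17). AT2G22590, on chromosome 2, rose from 0 reads in both mock libraries to 185 and 237 reads, at least 71.2-fold (edgeR adjusted *p* = 3.15e-16). The largest decreases were in AT5G22430, from 244 and 208 reads to 9 and 7, in AT5G52390, from 4018 and 3318 reads to 167 and 218, and in AT1G13635, from 96 and 94 reads to 3 and 12. Their log2 fold changes were -4.63, -4.08, and -3.49, with standard errors of 0.32, 0.08, and 0.44. That of AT1G13635, which had few reads after dexamethasone, ranged from -4.62 to -2.94 with each library left out in turn. None of these 3 genes nor AT2G22590 was annotated to an LFY peak. *GA2OX4* had a log2 fold change of 3.29 at 24 h (standard error 0.10, edgeR adjusted *p* = 3.66e-24).

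Of the other loci examined in the paper, *ACT7* did not change, with 721 ± 11.4 CPM in mock and 711 ± 20.4 after dexamethasone (SD, *n* = 2 each). *LSH2* had 0 reads and 1 read in mock and 28 and 50 reads after dexamethasone, at least 13.0-fold more (edgeR adjusted *p* = 1.71e-06). The increase of *ACR7* was small, with a log2 fold change of 0.36 (standard error 0.07, edgeR adjusted *p* = 0.000291). Reads assigned to *LFY*, from transgene and endogenous gene together, had a log2 fold change of 0.60 at 24 h (standard error 0.06, edgeR adjusted *p* = 2.78e-10). It was 0.59 with an edgeR adjusted *p* of 0.0485 when all 12 libraries were fitted together. At 1 and 6 h the log2 fold changes of *LFY* were -0.08 and -0.44, neither past the threshold (edgeR adjusted *p* of 0.964 and 0.359). *LMI2*, *SPL9*, *ARF3*, *SWI3B*, *AP2* and *MAF4* were not past the threshold at 24 h, with edgeR adjusted *p* between 0.247 and 0.944. Of these, *LMI2*, *SPL9* and *MAF4* had at most 21, 19, and 42 reads in any library at 24 h. With standard errors of 0.59, 0.61, and 0.49 for their log2 fold changes, a change of these 3 genes cannot be excluded. *RAX3* rose with a log2 fold change of 2.08 (standard error 0.70) that did not reach the threshold (edgeR adjusted *p* = 0.0271), and *GOA*, with at most 5 reads in any library at 24 h, had too few reads to be tested.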

### LFY triggers local chromatin opening

The helix-turn-helix DNA binding domain of LFY has structural similarity with linker histone H1 (Fig. 6a) and like LFY, the linker histone contacts the nucleosome near the dyad (Fig. 1a)^3^. Linker histones compact chromatin and H1 loss triggers precocious flowering in Arabidopsis^3,70^. To probe for chromatin opening by LFY, we therefore next determined occupancy of the H1 linker histone in the absence and presence of LFY. Anti H1 ChIP-qPCR 24 h after LFY activation compared to mock treatment revealed a strong reduction of linker histone occupancy at the LFY binding site of the *AP1* locus, but not at *RAX1* or *ACT7* (Fig. 6b, Supplementary Fig. 5b). Thus, LFY binding leads to loss of H1 linker histone at *AP1*. In developing flowers, LFY directly recruits the BRAHMA and the SPLAYED SWI/SNF chromatin remodeling ATPases to overcome Polycomb repression for flower patterning^71^. It is not known whether LFY recruits SWI/SNF complexes to activate floral fate. After introducing a tagged version of SWI3B—a core component of both the BRAHMA and the SPLAYED SWI/SNF complexes^72^—into LFY-GR plants, we examined SWI3B occupancy 24 h after mock or dexamethasone treatment. LFY activation lead to significant SWI3B recruitment to the *AP1* locus, but not to *RAX1* or *ACT7* (Fig. 6c, Supplementary Fig. 5c). Thus, LFY initiates local chromatin changes upon associating with its nucleosome bound target sites at the *AP1* locus. Finally, we tested for broad changes in chromatin accessibility at known DNase hypersensitive sites^73^. We conducted formaldehyde assisted identification of regulatory elements (FAIRE)^74^ followed by quantitative PCR at the *AP1*, *RAX1* and *ACT7* loci. We did not observe increased accessibility at any of the loci tested 24 h after LFY activation (Fig. 6d, Supplementary Fig. 5d). However, 5 days after LFY activation, we observed a significant increase in chromatin accessibility at the *AP1* locus, but not at *RAX1* or *ACT7* (Fig. 6e, Supplementary Fig. 5e). The delayed chromatin opening is consistent with the continued increase in *AP1* expression until day five after LFY upregulation (Supplementary Fig. 2d).

**Fig. 6:**
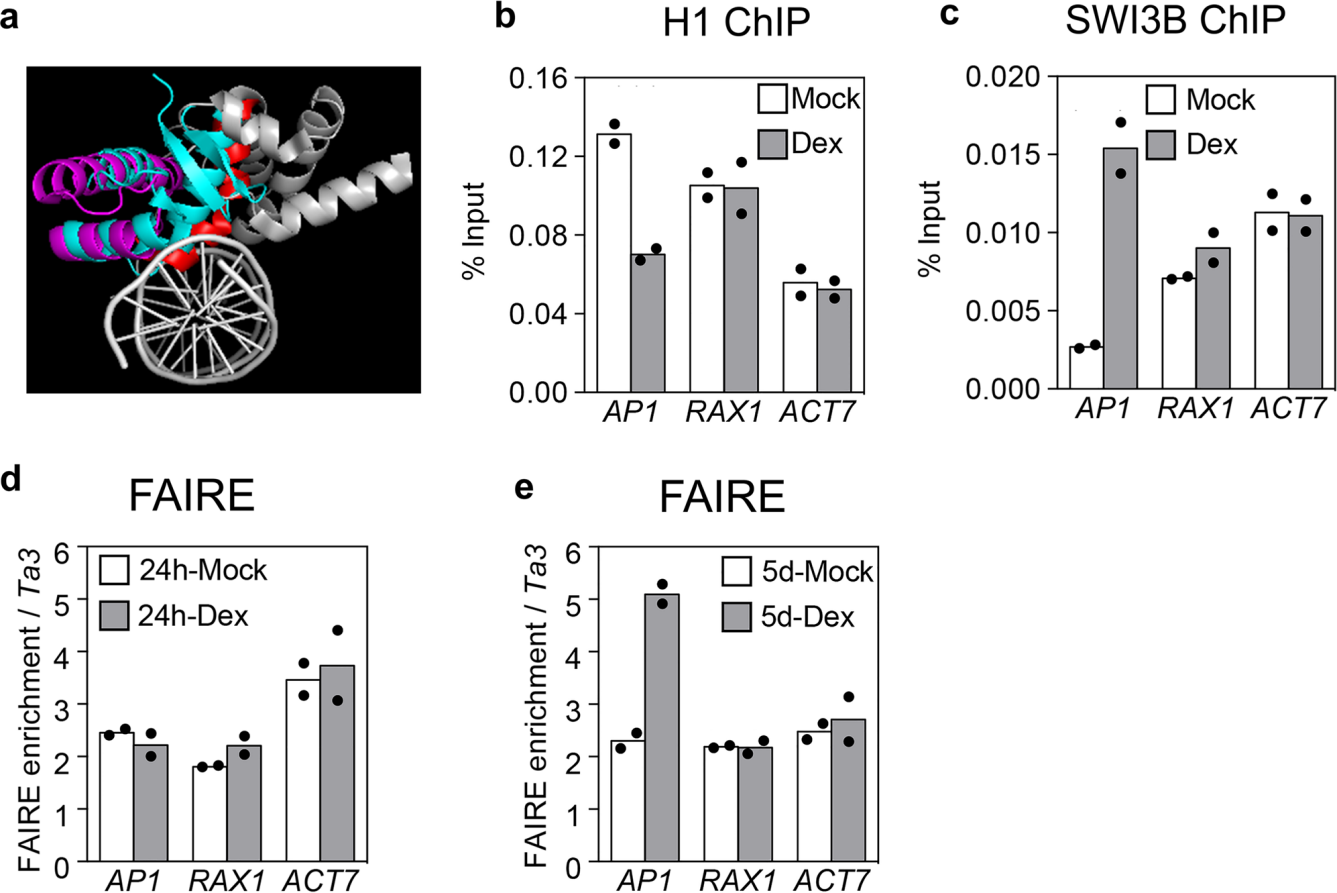
LFY displaces histone H1 and recruits chromatin remodelers. **a** Comparison of the structure of linker histone H1 (PDB: 5NL0) and of the LFY DNA binding domain (PDB: 2VY1) bound to DNA. Red: All base contacting residues, including the LFY anchoring helix. Warm pink and red: helix-turn-helix DNA binding domain of LFY. Gray: remainder of the LFY C-terminal domain^54^. Turquoise: H1 linker histone. **b** Histone H1 ChIP-qPCR at the LFY bound sites of *AP1*, *RAX1* and *ACT7* 24 h after dexamethasone (Dex) or control (Mock) treatment. Black dots: means from n = 2 independent biological experiments. **c** ChIP-qPCR of the SYD and BRM SWI/SNF complex subunit SWI3B at the LFY bound sites of *AP1*, *RAX1* and *ACT7* 24 h after dexamethasone (Dex) or control (Mock) treatment. **d**, **e** FAIRE qPCR at known DNase hypersensitive sites^73^ of the loci indicated 24 h after LFY activation (**d**) or 5-days after LFY activation (**e**) relative to the control (Mock treated plants). Black dots: means from *n* = 2 independent biological experiments. See also Supplementary Fig. 5.

### LFY DNA contact helix and nucleosomal binding sites are characteristic of pioneer transcription factors

Studies of animal pioneer transcription factors have highlighted structural properties of the DNA recognition moieties of transcription factors critical for pioneer activity. In particular, pioneer transcription factors have short DNA recognition helices, which make contacts on one face of the DNA^14,15^. This leaves the majority of the circumference of the DNA solvent exposed, consistent with simultaneous transcription factor and histone octamer occupancy^14,15^. LFY binds DNA as a monomer and as a homodimer^57^. Analysis of the structure of the LFY bound to DNA^54^ revealed that, both as a monomer and a dimer, LFY makes very shallow contacts on one face of the DNA (Fig. 7a), leaving more than 50% of the DNA surface free to interact with histones in a nucleosome. Indeed, such short anchoring alpha helices are frequently found in strong nucleosome binders like FoxA^15^. Since ETT/ARF3 preferentially bound naked DNA (Supplementary Fig. 6a), we wished to examine the structure of its DNA contact domain bound to DNA. Structural data is available only for DNA contact domains of AUXIN RESPONSIVE FACTOR1 (ARF1)^75^, which is closely related to ARF3/ETT^76^. The ARF1 monomer or homodimer DNA binding domain is comprised of beta sheets and disordered loops that interact with one face of the DNA (Supplementary Fig. 6b). Compared to LFY, the ARF1 DNA contact domains extend further into the DNA, especially in the ARF1 dimer (Supplementary Fig. 6b). Whether these ARF1 contacts would preclude simultaneous histone interactions is not clear. We conclude that LFY associates with cognate motifs in the context of nucleosomes and that this may be enabled by structural properties of its DNA contact helix.

**Fig. 7:**
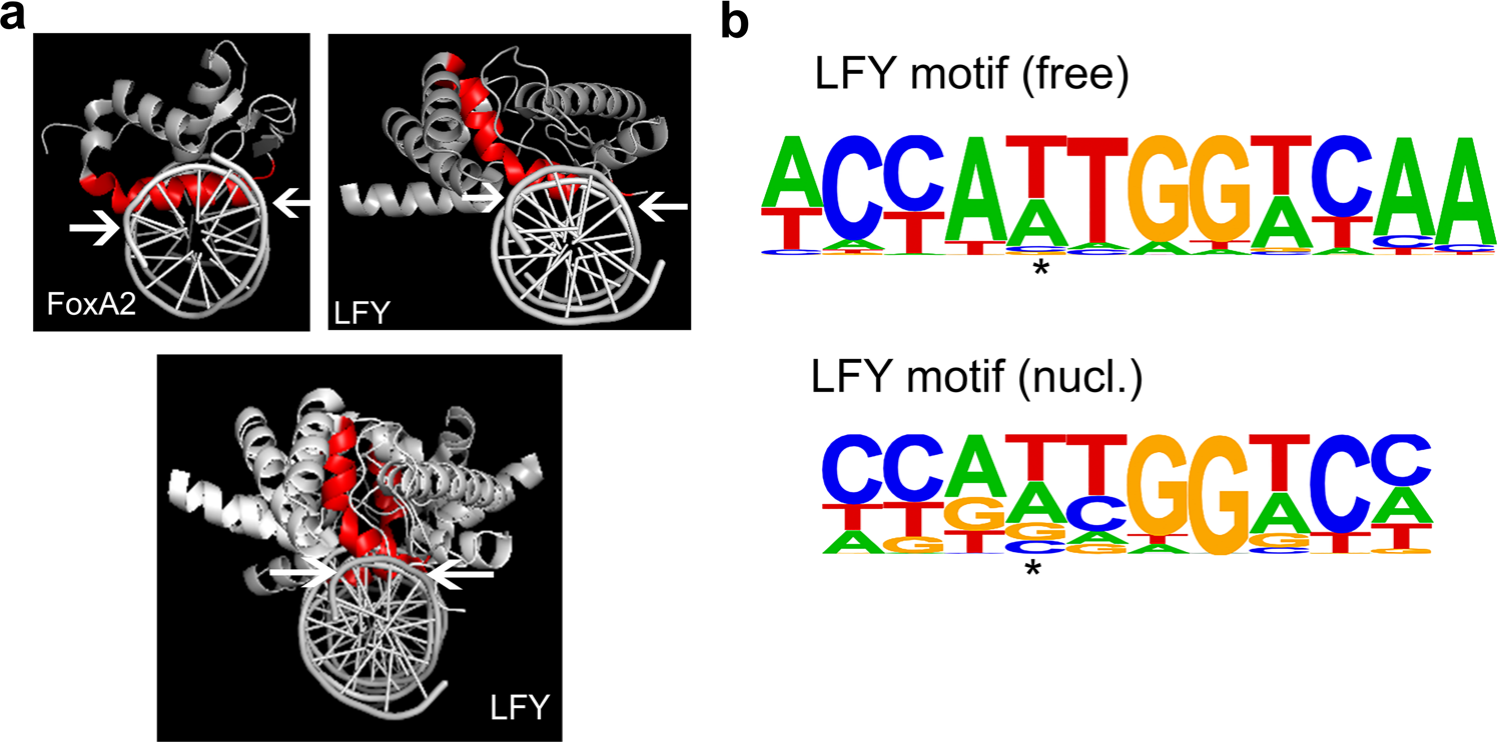
LFY DNA contact helix and motif preference. **a** Structure of the known pioneer transcription factor FoxA (PDB:5X07 [https://www.rcsb.org/structure/5X07]), and LFY monomer (top right) or dimer (bottom) (PDB: 2VY1) bound to DNA. Red: All base contacting residues, including the DNA anchoring helix. Arrows delineate the DNA region contacted. **b** Position weight matrices of top motifs identified by de novo motif analysis (HOMER) in naked DNA (LFY motif (free); *p *value =1E-43) or in nucleosomes (LFY motif (nucl.); *p *value = 1E-48). The nucleosomal LFY motif diverges more from the known CCANTGG^56, 57^ core consensus motif. Asterisk: Center of the palindrome. See also Supplementary Fig. 6.

Most pioneer transcription factors bind target sites in the context of nucleosomes as well in free DNA in vivo^14–17^. However, the types of binding motifs they associate with in each case often differ. Binding sites in free DNA tend to be closer in sequence to the consensus motif, while sites bound in nucleosomes generally deviate more from the consensus^14,17^. LFY binds a palindromic sequence, which at its core has the sequence CCANTGG^54,56,57^. As described for Oct4 and Sox2^14^, the top LFY motif identified by de novo motif analysis from the naked DNA more closely resembles the consensus than does the top motif identified from the nucleosome occupied binding sites (Fig. 7b). It is thought that the degenerate motifs require shorter DNA contact helices and thus facilitate simultaneous transcription factor and histone contacts^14,15^. This is further aided by the nucleosomal binding motifs themselves being shorter^14^, as we find here for LFY (Fig. 7b).

## Discussion

Here we identify LFY as a pioneer transcription factor. In vitro, LFY binds with high affinity to its cognate binding motif in a native DNA fragment from the *AP1* locus if we assemble this DNA into a nucleosome. LFY also binds nucleosome occupied DNA in vivo. Evidence in support of this conclusion comes from combined ChIP-seq and MNase-seq analyses in root explants and inflorescences, as well as from sequential LFY and histone H3 ChIPseq in root explants. At its key target locus *AP1*, LFY displaces linker histone H1 and recruits SWI/SNF chromatin remodelers to initiate *AP1* expression, but larger-scale locus opening occurs later, concomitant with increased *AP1* upregulation. Both recent studies in animals^14,17,24,77,78^, and our findings suggest a hierarchical model for pioneer factors which ‘license’ transcriptional reprogramming but may not - by themselves- trigger strong chromatin opening (Fig. 8). Instead they ‘unlock’ the chromatin to initiate a series of events, including binding of additional, non-pioneer, transcription factors and further recruitment of chromatin regulators, that collectively result in enhanced chromatin accessibility, strong transcriptional activation and altered cell fate (Fig. 8). Pioneer activity may be especially important for target genes with restricted spatiotemporal expression that commit cells to new fates.

**Fig. 8:**
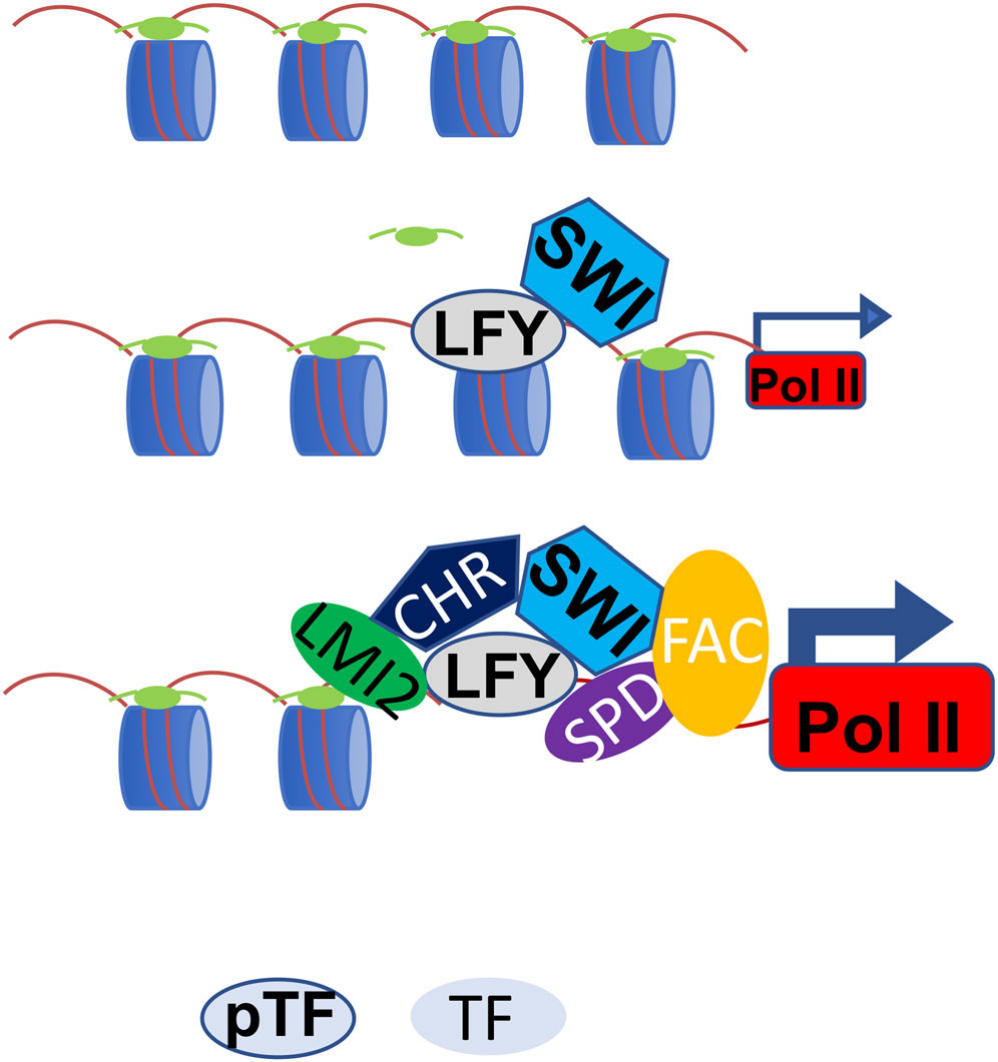
Hierarchical model for root explant reprogramming to floral fate by the LFY pioneer transcription factor. LFY binds to a nucleosome occupied target site and locally opens chromatin by displacing H1 linker histones (light green ellipse) and by recruiting SWI/SNF chromatin remodelers (SWI hexagon). This leads to low initial activation of gene expression (small arrow and RNA polymerase II (Pol II)). The local chromatin unlocking enables additional transcription factors to bind the locus, these include LMI2, SPL9/DELLA (SPD) and the florigen activation complex (FAC). See text for details. This in turn leads to recruitment of other chromatin regulators (CHR pentagon), increased gene activation (large arrow and Pol II), accumulation of the floral fate commitment factor AP1 and cell fate reprogramming. pTF pioneer transcription factor. TF non-pioneer transcription factor.

LFY is a master regulator of onset of flower formation and can reduce time to formation of the first flower in trees from decades to months^32^. Although LFY alone is sufficient to activate *AP1*^79,80^, accumulation of this floral commitment factor is delayed relative LFY activity. Under floral inductive conditions in inflorescences, *AP1* upregulation occurs 2–3 days after that of *LFY*^52,81,82^. The delay in *AP1* upregulation is of biological significance as it enables formation of branches prior to the irreversible switch to flower fate^52^. The duration of the delay in flower formation tunes the inflorescence architecture to environmental cues to enhance reproductive success^83^. Molecularly, the delayed *AP1* upregulation is attributable—at least in part—to a requirement for co-factors activated by LFY in ‘and’ logic feed-forward loops (FFLs). Such FFLs not only make biological processes more robust to noisy stimuli such as environmental cues, but they also represent temporal delay elements^84^. In one FFL, LFY activates LMI2, which upregulates *AP1* together with LFY^51^. In another FFL, LFY directly triggers reduced accumulation of bioactive gibberellin hormone; this stabilizes the DELLA/SQUAMOSA BINDING PROTEIN9 (SPL9) transcriptional complex, which activates *AP1* in parallel with LFY^52^.

Combining these and additional prior findings with those of our current study, we propose that the pioneer transcription factor *LFY* establishes competency for cell fate reprogramming to floral fate by associating with the nucleosome occupied binding site at the *AP1* locus where it opens chromatin locally, concomitant with initial (low level) *AP1* upregulation (Fig. 8, Supplementary Fig. 2d). This local chromatin opening may be the result of direct changes in DNA-histone contacts caused by LFY, as described for other pioneer transcription factors^85^. Alternatively, local chromatin opening may be caused by changes in nucleosome-linker or nucleosome–nucleosome interaction due to linker histone H1 displacement by LFY (Fig. 5c) or by SWI/SNF mediated chromatin remodeling (Fig. 5d). That LFY ‘unlocks’ the chromatin at the *AP1* locus in this manner is supported by the critical role of the LFY binding site for *AP1* locus activation^53^. As a result, LFY pioneer activity enables binding of additional (likely non-pioneer) transcription factors; these include not only LMI2, but also SPL9/DELLA and the florigen activator complex, which all bind near the LFY binding site at the *AP1* locus to activate gene expression^51,52,60,81,86–89^. We propose that the activity of these LFY co-factors, in a manner not yet understood, contributes to further opening of the *AP1* locus chromatin, enables strong *AP1* upregulation and reprogramming to floral fate (Fig. 8). In summary, the delay between LFY pioneer factor binding and local chromatin opening at *AP1* on one hand, and broad locus accessibility and strong *AP1* upregulation on the other, is likely attributable to the timed accumulation (FFLs) and hierarchical recruitment of the LFY co-factors LMI2, SPL9/DELLA and the florigen activation complex to the *AP1* locus. This ensures correct timing of the irreversible switch to flower formation, which is critical for reproductive success.

Animal pioneer transcription factors play important roles in developmental reprogramming in vivo, generation of iPS cells and trans-differentiation, enabled by their unique ability to bind cis motifs even when buried deep in the nucleosome (near the dyad)^15,16,18,20,21,80^. While first ‘rules’ or characteristics of pioneering activity of transcription factors are emerging^11,14,15,17,77^, it is far from clear what their unique or defining set of properties is. For example, some pioneering factors act cooperatively with other transcription factors, but it is not known how widespread such interactions are^17,24,90^. The LFY pioneer transcription factor shares many properties with animal pioneer factors in addition to the ability to bind nucleosomes in vitro and in vivo. Like the pioneer transcription factors Oct4, Ebf1, and Rap1^78,91,92^, LFY recruits SWI/SNF chromatin remodeling complexes to key target loci. Like FoxA^5,16^, LFY displaces linker histone H1 in vivo. Like the pioneer transcription factors Pax7^24,93^, PHA-4^77^, and Rap1^78^, LFY rapidly associates with nucleosome-occupied binding sites at target loci, but chromatin opening is delayed relative to binding. Finally, the LFY DNA contact helix shares structural properties with strong nucleosome binders^15^ and LFY binds weaker motifs in nucleosomes, as described for Oct4 and Sox2^14^. Unique properties of the LFY pioneer transcription factor include its ability to bind both fragile and stable nucleosomes (this study) and to contact a consensus motif half site as a monomer in vitro and in vivo^54,57^. Combined with the fact that the LFY binding site is palindromic^54,56,57^, this enables LFY to bind its cognate motif in a nucleosome even if the DNA is rotated 180° to face the histone octamers (altered rotational nucleosome positioning)^94,95^. Moreover, LFY bound sites cluster around the transcription start site^57^, which enhances nucleosome positioning^96,97^. These combined characteristics make the pioneer transcription factor LFY extremely well suited to license key developmental transitions.

Plants evolved multicellularity independently from animals and can change their final body plan in response to environmental cues^98^, suggesting that pioneer transcription factors may be more prevalent in this kingdom. Our study sets the stage for identification and validation of further plant pioneer transcription factors, characterization of which may not only help understand the basis for plant developmental plasticity but should also contribute to elucidation of the rules for pioneer activity by transcription factors in multicellular eukaryotes and enable their future engineering for enhanced cell fate reprogramming.

## Methods

### Plant materials

35S::LFY-GR is in the *Arabidopsis thaliana* wild-type accession Landsberg *erecta*^48^. LMI2^ER^ in binary vector pMDC7^99^ and SWI3B-3xHA in binary vector pGWB1^100^ were transformed into 35 S::LFY-GR plants. For experiments in inflorescence, plants were grown in soil at 22 °C short-day photoperiod (SD, 8 h light/16 h dark, 120 µmol/m^2^s). For all other experiments, plants were grown on 1/2 MS plates (half strength Murashige and Skoog medium supplemented with 0.5 g/L of MES monohydrate, pH = 5.7, 0.8% phytoagar) at 22 °C in long-day photoperiod (LD, 16 h light/8 h dark, 100 µmol/m^2^s). *Arabidopsis* seeds were stratified at 4 °C for 3 days.

To obtain root explants, roots from 3-week-old seedlings were harvested and placed on callus inducing medium (CIM) (3.08 g/L Gamborgs B5 salts, 20 g/L glucose, 0.1 g/L myo-inositol, 0.5 g/L MES, pH = 5.7, supplemented with B5 vitamin solution, 0.5 mg/L 2,4D and 0.05 mg/L kinetin)^34^ for 5 days. Dexamethasone (5 µM final concentration in 0.1% ethanol; Sigma Aldrich, D4902) or mock (0.1% ethanol) treatments lasted the entire duration (5 day) or commenced 24 h, 6 h, or 1 h before the end of the 5^th^ day. Tissue was harvested at ZT 6.

### Constructs

*LMI2* fused with 3 times Hemagglutinin (HA) was amplified from a published construct^51^ and cloned into *pENTRD-TOPO* (Invitrogen, K243520). *pENTR LMI2-3HA* was moved to *pMDC7*^99^ by LR reaction (Invitrogen, 11791-020). For *pSWI3B::SWI3B-HA*, a genomic fragment covering 311 bp upstream of the transcription start site and genomic SW3B coding region (2124 bp) excluding the stop codon were fused to 3xHA plus stop codon and the 163 bp 3′UTR sequence (primers listed in Supplementary Table 1). The fragments were inserted into *pENTR-3C* (Invitrogen, A10464) and the resulting pSWI3B::SWI3B-3xHA-3′UTR construct was cloned into the binary vector *pGWB1* by LR reaction (Invitrogen, 11791-020). Constructs were introduced into *Agrobacterium* strain GV3101 for plant transformation^101–103^.

For protein expression, the coding sequences of LFY and LMI2 were moved into pE-SUMOpro^104,105^ using Gibson assembly (NEB, E2611) with primers listed in Supplementary Table 1. The constructs were introduced into *E.coli* Rosetta^TM^2 (DE3) for protein expression.

### ChIPqPCR

For LMI2 ChIP-qPCR, root explants on CIM were treated with 5 μM dexamethasone or mock solution for 18 h followed by addition of beta-estradiol (5 µM in 0.1% ethanol Sigma Aldrich, E2758) and a further incubation for 6 h. 100 seedling plates yield about 1 g of tissue. For each sample, 2 grams of tissue was harvested at the end of day 5 on CIM. For LMI2 ChIP-qPCR in inflorescence, for each sample, 2 grams of shoot apices from 25-day-old, short-day grown LMI2^ER^35S:LFY-GR plants were harvested from 4 trays of plants. After trimming, shoot apices were submerged in 5 µM dexamethasone or mock solution for 18 h followed by addition of 5 µM beta-estradiol and a further incubation for 6 h. For LFY ChIP-qPCR and ChIP-seq, 35 S::LFY-GR root explants were treated with 5 µM dexamethasone for 1 hour prior to the end of day 5 on CIM. For each sample, 1.2 g of root explant tissue was harvested. For H1 and SWI3B-3xHA ChIP-qPCR, root explants were treated with 5 µM dexamethasone or mock solution for 24 h. For each sample, 0.6 and 1.2 grams of tissue was harvest for H1 and SWI3B ChIP-seq, respectively. At least two biological replicates were generated for each experimental condition.

ChIP was conducted using our protocol^106^ and the following antibodies: rabbit polyclonal anti-LFY antibodies^48,57^, mouse anti-HA antibody (ROCHE, 12CA5), Mouse IgG2bκ Anti-HA antibody (Abcam, 46540), rabbit anti-histone H1 antibody (Abcam, 61177), rabbit anti-histone H3 antibody (Abcam, 18521), and rabbit anti mouse IgG (Abcam, 46540). ChIP-qPCR was performed using Platinum Taq DNA Polymerase (Invitrogen, 10966034) and EvaGreen dye (Biotium, 31000). Inputs from each sample were used to generate the standard curve to compute sample enrichments^106^. Primer sequences for ChIP-qPCR are listed in Supplementary Table 1.

For sequential-ChIP, four ChIP reactions from 0.5 g root explant tissue each were combined into one biological replicate. Three such biological replicates were analyzed after 24 h steroid application (Fig. 3a). A total of 15 cycles of sonication were used to obtain chromatin fragments of ~150 bp to probe LFY and histone co-occupancy. The first (LFY) overnight immunoprecipitation and the subsequent wash steps were performed as in a published protocol^106^. The eluted chromatin was next immunoprecipitated for histone H3 or IgG following an established protocol^63^ using commercial antibodies (above). The anti-H3 or IgG chromatin bound to protein G beads was eluted with 50 mM Tris–HCl pH 8.0, 5 mM EDTA, 20 mM DTT, and 1% SDS at 37 °C for 30 min.

### ChIP-seq and data analysis

For LFY ChIP-seq, each biological replicate was generated by pooling four individual ChIP reactions (each consisting of 0.6 g of root explant tissue) prior to DNA purification on MinElute PCR columns (Qiagen, 28004). Three biological replicates were sequenced for each condition. Dual index libraries were prepared for the six ChIP samples (three mock and three treatment) and three input samples using the SMARTer ThruPLEX DNA-Seq Kit (Takara Bio, R400406). After quantifying libraries using NEBNext Library Quant Kit for Illumina (NEB, E7630), libraries were pooled based on desired read depth. Single-end sequencing was conducted using NextSeq 550/500 High Output Kit v2 (Illumina, TG-160-2005) on the NextSeq500 platform (Illumina).

After trimming adapter sequences and low-quality reads by Trimmomatic (v0.32)^107^, FastQC (v0.11.5) was performed on trimmed reads to confirm high-quality sequences^108^. Sequencing reads were then mapped to release 10 of the Arabidopsis Genome (TAIR10)^109^ by Bowtie2 (—phred33 -q -x) v2.3.1^110^. Next, uniquely mapped reads (quality score MAPQ ≤10^−30^ (Samtools v1.7))^111^ were processed following ENCODE guidelines. Significant ChIP peaks and summits (summit q-value ≤10^−10^) were identified in the pooled dexamethasone-treated samples using the pooled mock-treated samples as controls in MACS2 (v2.1.2)^112,113^ (—keep-dup auto —nomodel —extsize 138 —call-summits -g 101274395). This yielded 1177 significant LFY peaks. For quality control, Spearman correlation coefficients of the reads in the LFY peak regions of each biological replicate were compared using deepTools (v3.1.2)^114,115^. De novo motif analysis was conducted using HOMER v4.1^116^ for MACS2 q-value ≤ 10^−10^ peak summits (±150 base pairs) compared to genome matched background (unbound regions from similar genomic locations as the peak summits), for an example of this approach see Refs. ^57,117^.

LFY ChIP-seq data (15day-old 35S:LFY)^46^ was retrieved from GEO dataset GSE64245). Two replicates were analyzed. Inflorescence ETT ChIP-seq data^65^ was obtained from EBI-ENA database accession number PRJEB19862). Three biological replicates and one negative control file were analyzed. Trimming, FastQC, filtering (low quality reads) and mapping were done as described for LFY ChIP in root explants (above). For inflorescence ChIP seq, peaks were called using MACS2 (v2.1.2)^112,113^ using the same parameters as for the ChIP-seq analysis in root explants. Since no control files were available, we used more stringent criteria for peak calling (MACS2 summit q-value ≤ 10^−465^). This identified 1952 significant LFY binding peaks. For ETTIN ChIP seq, peaks were called using (summit q-value≤10^−10^) as described for LFY ChIP in root explants. A total of 670 significant peaks were identified.

Histone modification ChIP-seq data from root explants cultivated for 14 days on CIM^69^ were retrieved from DDBJ Sequence Read Archive (DRA) under the accession number DRA008014 for histone H3, H3K4me3 and H3K27me3 in the Columbia ecotype. Trimming, FastQC, filtering for low quality reads and mapping were as described for LFY ChIP-seq (above). For all histone modification ChIP-seq, peaks were called using MACS2^112,113^ callpeak command -f BAM —call-summits —keep-dup auto —nomodel —extsize 138 -g 101274395, using the histone H3 file as the control file and the respective histone modification file as the treatment file. For H3K4me3 and H3K27me3 peaks, q-value ≤ 10^−100^ was used for significance calling and a total of 6032 and 1359 peaks were identified, respectively.

### FAIRE-qPCR

For FAIRE-qPCR, 35S:LFY-GR root explants were treated with 5 μM dexamethasone or mock solution for five-days or for the last 24 h on CIM. For Fig. 5 tissue was flash frozen in liquid nitrogen. For each biological FAIRE replicate 0.4 g of frozen tissue was ground and fixed with 1% final formaldehyde for 6 min^118^. Control samples consisted of 0.2 g tissue per replicate processed without fixation. For Supplementary Fig. 5, tissue was crosslinked (FAIRE) immediately after steroid treatment before freezing and 0.8–1.2 gram of root explants was used for each biological replicate. In both cases, chromatin was isolated as for ChIP^106^ and FAIRE-qPCR was conducted as previously described^119^. Primer sequences for FAIRE-qPCR were designed to query published DNase I hypersensitivity sites near each candidate locus^73^ and are listed in Supplementary Table 1.

### MNase-qPCR, MNase-seq and data analysis

For MNase-qPCR and MNase-seq, 35S::LFY-GR root explants were treated with 5 μM dexamethasone or mock solution for the last hour of the 5-day CIM incubation. 0.6 g of tissue was harvested per replicate into liquid nitrogen. Nuclei and chromatin were isolated following standard protocols^106,120–122^ with the following modifications. After washing isolated nuclei twice with HBB buffer (25 mM Tris-Cl, pH 7.6, 0.44 M Sucrose, 10 nM MgCl_2_, 0.1% Triton-X, 10 mM beta-ME), isolated chromatin was digested with 0.5 unit/µl or 0.05 unit/µl (final concentration) of Micrococcal Nuclease (Takara, 2910 A) for 3 min at 37 °C to obtain high or low digestion of chromatin, respectively. Subsequent steps were performed as in^121^. Mono-nucleosomes were excised from 1.5% agarose gels and purified using the QIAquick gel extraction kit (Qiagen, 28115). Purified DNA was diluted 50 times for qPCR analyses.

Tiling primers (each primer pair covering 80 bp with 40 bp overlap between neighboring primer sets) were used for MNase-qPCR spanning the *AP1* regulatory region and are listed in Supplementary Table 1. The standard curve was generated relative to nucleosome occupancy at the Gypsy (AT4G07700) retrotransposon^122^. Tiling primers were designed based on our analysis of an Arabidopsis vegetative stage MNase-seq dataset^55^ retrieved from DDJB Sequence Read Archive (DRA) accession number SRP045236 samples SRX669229).

For MNase-seq (low MNase digestion in mock or steroid treated LFY-GR and high digestion MNase digestion in mock or steroid treated LFY-GR) two independent replicate libraries were constructed as described above for ChIPseq, quantified using NEBNext Library Quant Kit for Illumina (NEB, E7630), pooled and paired-end sequenced using NextSeq 550/500 High Output Kit v2 (Illumina, TG-160-2005) on the NextSeq500 platform (Illumina). Quality control and filtering were identical to the ChIP-seq analysis. Mapping was performed using the paired-end mode of bowtie (v1.2.2)^110^ with —no-unal -S —chunkmbs 200 —best -m 1 parameters. Using the mapped reads, DANPOS (v3.0.0)^123^ was employed (-q 50 smooth_width 10 -H 1 -m 1 —mifrsz 40 -u .1) to identify nucleosome occupied regions using q <10^−50^ as cutoff on the replicates, except for low MNase digestion, dexamethasone treated, samples where the replicates were pooled prior analysis. A published MNase-seq data from inflorescences^64^ (EBI-ENA database study PRJEB15184, samples SAMEA4386620 rep1 and rep2) was analyzed as described above except DANPOS q <10^−300^ was used to control for higher background. A total of 317,312 (Low MNase Mock treatment), 237,480 (Low MNase Dex treatment), 482, 659 (High MNase Mock treatment), 376,790 (High MNase Dex treatment) and 438712 (Inflorescence)^64^ significant nucleosomes were called.

To validate MNase digestions, read enrichment heatmaps^16^ were generated for regions spanning ±1000 bp of the transcription start sites (TSS) of protein-coding genes. To build the heatmap, read counts were normalized by sequencing depth and counted in 20 bp bins for each gene. Gene regions were sorted by the sum of their normalized read values and averaged in groups of 5. Horizontal Bartlett smoothing^124^ was applied using an 11-bin window.

Heatmaps comparing transcription factor and nucleosome occupancy were centered on the ChIP-seq summits and ranked by the DANPOS summit occupancy value of the nucleosome that most overlapped with the ChIP summit (±75 bp). ChIP or MNase signals ± 1 kb of the summit were visualized using deepTools v3.1.2^114,115^. To test the reproducibility of the three MNase-seq datasets, Pearson correlation coefficients of the reads from pooled bigwig files in the LFY peak regions were used. Matrices and graphs were generated using deepTools^114,115^.

To classify ChIP peaks into nucleosome bound vs. naked DNA bound sites, significant ChIP summits were overlapped with significant nucleosome regions using BEDTools v2.26.0 *intersect* function^125^ and separated into two region files: LFY binding site nucleosome occupied or LFY binding site nucleosome free. Binding peaks whose summit overlapped with a significant nucleosome based on the DANPOS thresholds described above in at least three of the four MNase datasets for root explants were considered nucleosome occupied.

### Protein purification, nucleosome assembly and EMSA

pE-SUMOpro-LFY and pE-SUMOpro-LMI2 in *E.coli* Rosetta^TM^2 (DE3) (Novagen, 71397) were induced during exponential growth with 1 mM IPTG followed by incubation at 18 °C overnight in LB supplemented with 0.2% glucose. Cell pellets were lysed using 500 mM NaCl, 20 mM Tris-HCl pH 8, 5 mM imidazole, 5% glycerol supplemented with cOmplete^TM^ EDTA-free protease inhibitor cocktail (Roche, 04693132001), 2 mM MgCl2 and 1ul/ml benzonase nuclease (Millipore, E1014). After sonication on ice, cell debris was removed by centrifugation (13,000 × *g* for 30 min at 4 °C). Proteins were affinity purified from the supernatant using Ni-NTA agarose (Invitrogen, R90115) and passed through a HiTrap Q HP anion exchange chromatography column (GE healthcare, 17115301). Protein concentrations were determined by SDS-PAGE, using a BSA standard curve run on the same gel.

Recombinant human full-length histones H2A, H2B, H3, and H4, which share 80–95% amino acid identity with their Arabidopsis counterparts, were expressed and purified^126^. A 152 bp fragment region from the *AP1* regulatory region (TAIR10 Chr1:25986457 – 25986608) with the LFY binding site in the center and containing the LMI2 binding site served as wild type nucleosomal template. 

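In the reference sequence, the 152 bp fragment lies 108 to 259 bp upstream of the annotated start of *AP1*, which is transcribed from the minus strand, and overlaps 0 annotated genes. Its sequence on the plus strand of chromosome 1 is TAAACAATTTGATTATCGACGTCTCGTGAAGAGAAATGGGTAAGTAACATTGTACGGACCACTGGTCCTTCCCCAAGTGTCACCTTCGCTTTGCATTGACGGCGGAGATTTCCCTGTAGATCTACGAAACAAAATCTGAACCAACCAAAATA. The 20 bp LFY binding site, GGAAGGACCAGTGGTCCGTA on the minus strand, spans 25986509 to 25986528, or 160 to 179 bp upstream of the gene start. The LMI2 binding site, CCGTCAAT on the same strand, spans 25986551 to 25986558, with 22 bp between both sites. An LFY ChIP-seq peak of Supplementary Data 1 covers the fragment from 25986236 to 25986864, and its summit at 25986512 lies within the LFY binding site. Another LFY peak, from 25984801 to 25985201, lies in the first intron of *AP1*, which has 8 exons, the first spanning 25985918 to 25986349.

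**Figure D2:**
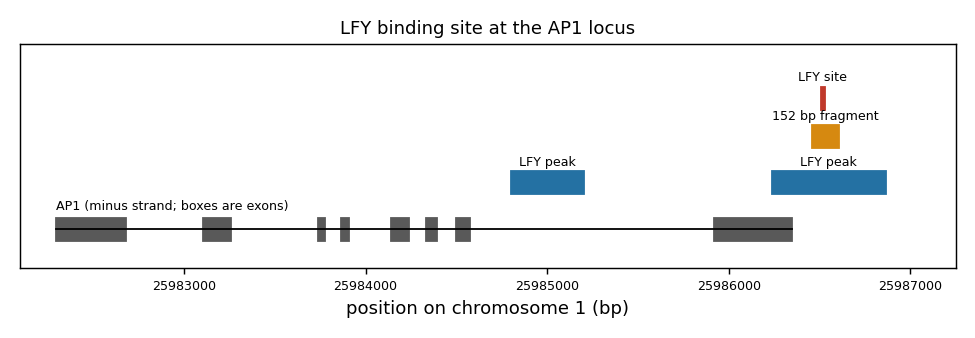
The *AP1* locus on chromosome 1 of TAIR10, with the position in bp on the horizontal axis. Grey boxes are the 8 exons of *AP1*, which is read from right to left, blue boxes the LFY peaks of Supplementary Data 1, the orange box the 152 bp fragment and the red box the LFY binding site. The fragment and the site lie under the upstream peak, outside the gene.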

The LFY binding site mutated fragment was generated by changing GGAAGGACCAGTGGTCCGTA to GGCAGGAAAAGTAATCCGCA, while the LMI2 binding site mutated fragment replaced CCGTCAAT with GGAGACCG.

After synthesis (GeneScript), *AP1* regulatory region DNA fragments containing BamHI sites were cloned into pUC19. At least 1 mg of the resulting plasmids was isolated using Plasmid Mega Kit (Qiagen, 12181), digested with BamHI, followed by fragment purification by gel electrophoresis and dialysis^15^. Subsequently, we Cy5 labeled the three DNA probes (wild type, LFY binding site mutant, LMI2 binding site mutant)^117^. We conducted nucleosome assembly with Cy5-labeled DNA fragments by mixing purified core histone dimers and DNA at 1:1 molar ratio in 2 M NaCl supplemented with 0.1 mg/mL BSA^14,15^. Cy-5 labeled DNA was then assembled around core histones by stepwise dialysis with decreasing concentration of salt and urea as previously described^14,15^. Initially, assembled nucleosomes were run on a native gel to see whether multiple nucleosome bands formed—an additional 2 hr 42 °C heat shift was performed if multiple nucleosome conformations were present as previously described^14,15^. Glycerol gradients of the dialyzed assembled nucleosomes were employed to separate free DNA from nucleosomes and the fractions collected were then dialyzed in 10 mM Tris–HCl pH = 8.0 for 1 h in 4 °C to remove glycerol as previously described^14,15^. Finalized dialyzed nucleosomes were concentrated using Amicon Ultra-0.5 ml (ultracel 10 K) (Millipore, UFC501024) at 16,500 × *g* for 10 min in 4 °C.

DNA and nucleosomal binding reactions were performed using established procedures^14,15^. Briefly, Cy-5 labeled DNA fragments and nucleosomes were diluted to 10 nM concentration in EMSA buffer (10 mM Tris-HCl (pH 7.5), 1 mM MgCl_2_, 10 μM ZnCl_2_, 1 mM DTT, 10 mM KCl, 0.5 mg/ml BSA). Serial dilutions of transcription factors were conducted in EMSA buffer to achieve the desired concentrations (ranging from 1 nM to 500 nM depending on the reaction). To test for affinity, 10 μl of diluted proteins of various concentrations were added to 10 μl of Cy-5 labeled DNA or nucleosomes. Reactions were then incubated at room temperature for 30 min in the dark followed by analysis in 5% nondenaturing polyacrylamide gels at 100 V for 75 min.

### Dissociation constants

Apparent K_D_s were calculated from two separate EMSA binding curves per sample, each representing one independent experiment. Image analysis was conducted using image J^127^. The experimental data was analyzed using the ‘non-linear regression’ function with ‘One site – Total’ in GraphPad Prism (v8.0) software^14,15,128^. Bmax less than 1 and R^2^ values between 0.8 and 0.99 were met to ensure actual fit of data^14,15,128^. K_D_s were either computed from the reduction in DNA or nucleosome bound fractions (designated total K_D_) or based on the first appearance of a DNA or nucleosome bound complex (designated specific K_D_) as in Ref. ^14,15^.

### RNA-seq and data analysis

For RNA-seq, two biological replicates were generated for each treatment (mock or steroid) and timepoint (1, 6, or 24 h treatment). Root explants were treated with either 5 µM dexamethasone or mock solution for 24 h, 6 h, or 1 h before the end of the 5-day incubation on CIM plates. RNA from each sample (ca. 0.2 g) was purified using the RNeasy mini kit (Qiagen, 74104) after TRIzol (Invitrogen, 15596026) extraction^129^. RNA secondary structure was removed by a 5 min 65 °C incubation followed by immediate cool down. mRNA was selected with OligodT25 dynabeads (Invitrogen, 610-02). Reverse transcription was performed using the SSIII RT kit (Invitrogen, 18080-044) followed by end repair of cDNA using an enzyme mixture of T4 PNK and T4 DNA polymerase (Enzymatics Y9140-LC-L). After generating a 3′ A-overhang by Klenow HC (Enzymatics, P7010-HC-L), adapters were ligated with T4 DNA ligase (Enzymatics T4 DNA ligase (Rapid) #L603-HC-L, 600 U/μl). One-sided selection with SPRIselect beads (Beckman Coulter, B23317) was conducted before library amplifications with P5 and P7 index primers). Library quantification was performed with the NEBNext Library Quant Kit for Illumina (NEB, E7630). Single-end sequencing was conducted using NextSeq 550/500 High Output Kit v2 (Illumina, TG-160-2005) on the NextSeq500 platform (Illumina).

Quality control and filtering were identical to the ChIP-seq analysis. Reads were mapped using the STAR (v2.7.3)^130^ mapping algorithm to the Araport11^131^ annotation of the Arabidopsis genome (-outSAMmultNmax 1 -outMultimapperOrder Random -alignIntronMax 4350 -outFilterMultimapNmax 8 -outFilterMismatchNoverLmax 0.05)^130^. Specific read-coverage was assessed with HT-Seq (-stranded=‘no’ -minaqual=30)^132^. For quality control, Spearman correlation coefficients of the reads in all protein coding and miRNA genes (Araport 11) of all biological replicates were compared using deepTools^114,115^.

Pairwise differential expression analyses were performed by comparing pooled normalized read counts from dexamethasone- to mock-treated samples using default DESeq2 (v3.9)^133^ parameters with normal shrinkage and adjusted^134^ *p*-value cutoff of less than 0.01^133^. This yielded 54, 189, 2042 differentially expressed genes 1, 6, and 24 h after dexamethasone relative to mock treatment, respectively.

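In edgeR's quasi-likelihood test on the deposited counts, 0 genes at 1 h and 1 gene at 6 h were past the adjusted *p* of 0.01. An unadjusted *p* under 0.05 was found for 881 genes at 1 h, 2479 at 6 h and 6198 at 24 h. The settings that moved these counts most were the replicate letter as a block at 1 h and the choice of the test at 6 h. DESeq2 called 53 genes at 1 h, of which 32 had risen, and 189 at 6 h, of which 148 had risen. Each of the 53 and 189 genes listed for these time points in Supplementary Data 1 was among them, and each changed in the same direction in edgeR's test. With the replicate letter as a block (paired design), edgeR's test called 413 genes at 1 h, 189 higher and 224 lower, where the differences between replicates A and B of both treatments correlated across genes (0.567). These include the 53 genes called by DESeq2 without the block.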

### Peak annotation and dataset comparisons

Significant LFY ChIP peaks were annotated to release 11 of Arabidopsis genome annotation (Araport11)^131^. Two rounds of annotation were performed. First, all peaks that were 3 kb upstream, or within genic regions were annotated to that gene. Second, orphan peaks were annotated to the nearest LFY dependent gene within 10 kb of the peak. LFY dependent genes are defined as genes that displayed rapid changes in gene expression after LFY-GR activation (this study and Ref. ^57^). Plant GOSlim analyses were performed in AgriGO v2.0^135^.

### Structural analysis of DNA binding domains

Structures of linker histone H1 (PDB: 5NL0), LFY (PDB: 2VY1), FoxA2 (PDB: 5X07) and ARF1 (PDB: 4LDX) were visualized and aligned using PyMOL v2.3 (method=super, 5 cycles, cutoff = 2.0)^128^.

### Statistical analysis and replication

For all qPCR data, the Kolmogorov–Smirnov (K–S)^136^ test was implemented to assess normal distribution of the data. Since all data were normally distributed, unpaired one-tailed *t*-tests were used to test whether changes in one specific direction were statistically significant and two-tailed *t*-tests were used to test changes in any direction. Error bars represent standard error of the mean (SEM) of at least two independent biological replicates. The hypergeometric test^137^ was used to test whether two datasets significantly overlapped.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. The ChIP-seq, MNase-seq and RNA-seq datasets generated in this study are available at the GEO repository under accession number GSE141706. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

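RNA from root explants of 35S:LFY-GR plants was sequenced after mock or dexamethasone treatment for the last 1, 6, or 24 h of a common incubation, with 2 biological replicates for each of the 6 conditions and 12 libraries in all. The authors trimmed single-end reads with Trimmomatic, mapped them with STAR to TAIR10 with the Araport11 annotation, counted reads on each gene with HTSeq without using the strand, and deposited the counts of each library without normalization. The deposited counts are whole numbers of reads per gene, and replicates were not pooled. HTSeq's tallies of reads that it gave to no gene were left out of the gene counts. Since reads were not counted by strand, reads of overlapping and antisense genes can be given to the wrong gene, and since reads placed at several positions were not counted, the expression of near-identical gene copies is underestimated. The LFY-GR transgene and endogenous *LFY* share their reads. Sample identity was taken from the labels of the samples and the methods of the paper.

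Between 18511462 and 66789371 reads per library were counted on genes, with a median of 50728668 over the 12 libraries. The lower depth at 24 h limits what can be said of genes with few reads, such as *AP1* in mock, more than of others. Genes with low counts were removed by edgeR's filterByExpr, libraries were normalized by TMM, and dexamethasone was compared with mock by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) over the 4 libraries of each time point without a replicate term, as in the pairwise comparisons of the paper. Genes with a Benjamini-Hochberg adjusted *p* under 0.01 were called differentially expressed. Standard errors of log2 fold changes were calculated from the test statistic. Fold changes against mock libraries with at most 3 reads each are given as lower bounds against 3 reads. Responses at different time points were compared by an interaction test over all 12 libraries, and mock libraries of different time points were compared with each other by the same test. The difference between libraries was the root mean square difference in log2 CPM with a prior count of 2. The test was tried on simulated data drawn from the means and library sizes of the real libraries, with 200 genes changed by known amounts. Replicates were drawn independently, so that a difference shared by libraries of the same letter was not simulated. In the simulated data, edgeR made 11, 9, and 3 false calls and DESeq2 16, 16, and 1 at 1, 6, and 24 h, and DESeq2 recovered 72.5%, 84.0%, and 83.5% of the changed genes. Beside 138 and 167 correct calls of edgeR at 1 and 6 h, its false calls were a larger share than an adjusted *p* under 0.01 stands for.

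The LFY bound genes, the LFY peaks, their nucleosome overlap and the lists of differentially expressed genes of the paper were read from Supplementary Data 1. Its list for 24 h was used as far as the copy at hand goes, which is 1219 genes. Sets of genes were compared by Fisher's exact test with all genes that passed the filter as background, and mean log2 fold changes of nucleosome occupied and nucleosome free targets by a permutation test with 100000 resamples. The ChIP-seq, MNase-seq and other assays of the paper were not analysed here, and neither was its list of known direct LFY targets. Of the 37336 genes in the count files, 37051 have an entry in the reference annotation of TAIR10, from which positions, exons, sequences and curated gene summaries were taken. Calculations on sets of genes used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

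The alternatives fixed before the data were examined were DESeq2 1.42.0 with and without normal shrinkage, RLE normalization, no filter on low counts, at least 10 counts in each library, a fit of all 12 libraries together, the replicate letter as a block, an adjusted *p* under 0.05, an absolute log2 fold change of at least 1 in addition, and counts drawn down at random to the total of the smallest library. For the classes of targets and the difference between libraries, other definitions of class, gene set and scale were also fixed beforehand. Each library was left out in turn for single genes and for the difference between classes, which leaves 1 library in one condition and so gives a value without a test. The pairing of libraries comes from the replicate letters A and B in the sample labels. The genes named were chosen by a rule fixed beforehand. They are the genes that the results of the paper name, the LFY bound genes that Supplementary Data 1 describes as floral or axillary meristem regulators, and at each time point the 3 genes with the largest increase and the 3 with the largest decrease among the differentially expressed genes with a mean of at least 50 counts. Genes named outside this rule are marked as chosen after their values were seen.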

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

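The tests of the spread between replicates, of gene length and of GC content were written before their results were seen, and the other tests of this part only afterwards.

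The response to dexamethasone differed between 24 and 1 h for 1006 genes and between 24 and 6 h for 941 genes in edgeR's interaction test, and 946 and 881 of these genes were also differentially expressed at 24 h. The log2 fold change of *AP1* was larger at 24 h by 5.64 than at 6 h and by 6.02 than at 1 h (adjusted *p* of 0.000197 and 0.000294). That of *RAX1* was larger by 2.67 and 3.77 (adjusted *p* of 0.00276 and 0.000381). Between 6 and 1 h, the difference was 0.38 for *AP1* and 1.11 for *RAX1*, with adjusted *p* of 0.773 and 0.551. The 24 h libraries had fewer reads than the others, so that depth would act against a larger number of genes at 24 h. With every library drawn down to the total of the smallest, 2753 genes were differentially expressed at 24 h, against 1 at 6 h and 0 at 1 h, where 1719 and 796 genes had an unadjusted *p* under 0.05. A smaller estimated spread between replicates at 24 h is another technical explanation. Without any estimate of spread, 414 genes with a mean of at least 50 counts changed at least 2-fold in all 4 pairs of a dexamethasone with a mock library at 24 h, against 21 at 6 h and 32 at 1 h. This count does not use the estimate, but it is harder to pass where replicates differ more. Replicates differed at least 2-fold for 107 such genes in mock and 383 in dexamethasone at 1 h. The numbers were 271 and 4 at 6 h, and 42 and 60 at 24 h. The log2 fold changes at 24 h were nearly unrelated to gene length (Spearman's rho of 0.046 across 19179 genes, which are not independent replicates) and to GC content (rho of -0.016). Depth is therefore not a sufficient explanation. The tests of length and GC content were made at 24 h alone and would miss a bias that acts in both directions. They do not decide whether such a bias contributes to the difference between time points. A smaller spread between replicates at 24 h remains open as a part of the difference. The prior degrees of freedom of edgeR's test also differed, with 3.72 at 1 h, 3.61 at 6 h and 32.2 at 24 h. At the same standard error, more genes can thus pass the threshold at 24 h. With all 12 libraries in a single fit, where the time points share the estimate of spread, 24, 24, and 1546 genes were called at 1, 6, and 24 h. A difference between the library sets that mock and dexamethasone libraries of a time point share cancels in these comparisons. The share of reads aligned to several places was lower in both dexamethasone libraries than in both mock libraries at 24 h. Such a difference does not cancel, and its effect was not tested. That the response grows with the duration of treatment is a hypothesis.

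The mock libraries also differed between time points, although all explants were harvested at the end of the same incubation. Between 24 and 1 h, 6493 genes were past the threshold of edgeR's test, and between 24 and 6 h 2314 genes. For quality control, the paper compared all replicates by Spearman correlation. Its text does not report genes that differ between mock libraries. With every library drawn down to the smallest total, 5531 genes differed between 24 and 1 h, so that the number remained high at equal depth. How many of them are among the 6493 is not given here. Gene length was nearly unrelated to these changes (Spearman's rho of 0.077 across 20011 genes). GC content had a rho of 0.181, below but close to the 0.2 set as the limit for a bias. Longer exposure to the mock solution is a biological difference between these libraries. Separate preparation of the library sets would be a technical one, but whether it took place is not stated. These explanations cannot be told apart with these samples. A difference that is shared by mock and dexamethasone libraries of a time point does not enter the comparison of treatments within it.

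At 1 h, genes were past the threshold in larger number with the replicate letter as a block. The correlation of the differences between replicates A and B of both treatments was 0.567 across genes at 1 h, as a difference shared by libraries of one letter would give. Whether it arose in the plants or in the preparation of libraries was not tested.

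Among the genes differentially expressed at 24 h, 2635 were not annotated to an LFY peak in either round of annotation. The paper discusses the LFY bound ones. The tests of depth, spread, length and GC content at 24 h were made irrespective of LFY binding. That of spread covered the 16656 genes with a mean of at least 50 counts, and those of length and GC content 19179 genes. Plants without LFY-GR that received dexamethasone were not analysed here, so an effect of the steroid itself cannot be told apart from indirect effects of LFY.

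A flavonoid related summary, found by the keywords flavon, chalcone and anthocyan, was present for 15 of the 682 genes with a summary that rose at 24 h and for 29 of 6250 other genes tested (odds ratio 4.82, two-sided Fisher's exact test, *p* = 1.02e-05). The keywords were chosen after the list of changed genes was seen. Because 52.2% of the genes that rose and 34.8% of the others have a summary, less than the 80% set as a minimum, the comparison is void and the numbers are a description. The largest log2 fold changes, chosen after their values were seen, were 5.25 for *FLS1*, 4.60 for *TT4* and 3.78 for *TT7*. In all 15 genes both dexamethasone libraries were above both mock libraries at 24 h. All 15 were higher and past the threshold with DESeq2, RLE normalization, no filter, the replicate block and counts drawn down. With all 12 libraries in one fit 15 were higher and 12 past the threshold, and with at least 10 counts in each library 14 were tested, higher and past the threshold. Of all 44 genes tested with such a summary, 25 were not past the threshold at 24 h and 4 had fallen. These 4, named after their values were seen, are AT1G75280, *MYB7*, *EIN2* and *FLS5*, with log2 fold changes of -1.36, -1.05, -0.37, and -0.23. They were lower under the same alternatives, and past the threshold except for *MYB7* with DESeq2 and except for *MYB7*, *EIN2* and *FLS5* with all 12 libraries in one fit. At 6 h 5 of the 15 were higher in dexamethasone and at 1 h 12. LFY peaks were annotated to 3 of the 15 genes and to 101 of the 667 other genes with a summary that rose (two-sided Fisher's exact test, *p* = 0.488), a test that the coverage also makes void. The 3 genes with a peak, named after their values were seen, are *MYB12*, *BHLH32* and *DTX35*. Their log2 fold changes at 24 h were 3.44, 0.80, and 0.65. The other 12 genes, *FLS1*, *TT4* and *TT7* among them, are not annotated to an LFY peak. Whether they respond by way of the 3 genes with a peak was not tested. For the 12 genes without a peak, an indirect effect of LFY and an effect of the steroid cannot be told apart.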

How the results depend on the processing

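Of 156 values calculated under alternatives fixed before the data were examined, 119 kept their direction and side of the threshold, or moved by less than the limits set for counts and values. The median log2 fold change of all genes was within 0.01 of 0 under each setting at each time point. Unless a test is named for it, the cause of a change was not tested.

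The number of differentially expressed genes depended most on the replicate block at 1 h and on the test at 6 h. With DESeq2 it was 53 at 1 h and 189 at 6 h, without a filter on low counts 7 and 2, and with all 12 libraries in one fit 24 and 24. With an adjusted *p* under 0.05 it was 1 at 1 h. At 24 h, 1546 genes were called with all 12 libraries in one fit and 804 when an absolute log2 fold change of at least 1 was required. The other alternatives at 24 h gave between 2041 and 4332 genes. The share of higher genes at 24 h stayed between 40.8% and 45.1% across settings of test, normalization, filter, depth and block.

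With the replicate letter as a block, 413 genes were called at 1 h, 84 at 6 h and 3447 at 24 h. Libraries of the same letter deviated together at 1 h, but not at 6 h (correlation of -0.038) or 24 h (0.053). The block gave 42 LFY bound genes at 1 h, 23 at 6 h and 387 at 24 h, and an odds ratio of 2.90 for LFY binding at 24 h. With pairs of libraries of the same letter alone, a setting chosen after seeing the data, the ratio of the difference between treatments to that between replicates was 0.878, 1.17, and 1.40 at 1, 6, and 24 h, which is within the spread between pairs of the ratio over all pairs. The response differed between 24 and 1 h for 1313 genes and between 24 and 6 h for 1223 genes with the block.

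LFY bound and differentially expressed genes numbered 5 at 1 h and 33 at 6 h with DESeq2, and 1, 8, and 213 at 1, 6, and 24 h with all 12 libraries in one fit. The odds ratio of LFY binding at 24 h was 3.25 with DESeq2. At 1 and 6 h edgeR's calls were too few for an odds ratio without the block. With the block it was 6.98 at 6 h (19 of 84 genes, two-sided Fisher's exact test, *p* = 9.43e-10).

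*AP1* kept its direction and side of the threshold at each time point under the alternatives run for it, which do not include the filter of at least 10 counts in each library, although its log2 fold change at 24 h was 2.57 with normal shrinkage. At 6 h it was 3.69 with counts drawn down, where few mock reads are left, and at 1 h too few reads were left to test. *RAX1* kept both at 24 h. At 1 h, *RAX1* changed sign with counts drawn down (log2 fold change -0.0988), and its value with each library left out in turn ranged from -0.23 to 0.60. At 6 h, *RAX1* was past the threshold with DESeq2 (1.35), with DESeq2's normal shrinkage (0.56), with the replicate block (1.37), and with a normal prior inside the model of DESeq2, chosen after seeing the data (0.79). Its adjusted *p* ranged from 2.05e-06 to 0.245 over the alternatives.

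The difference between nucleosome occupied and nucleosome free targets had no stable sign at 1 and 6 h, and at 24 h it was negative in most settings. At 1 h it was -0.0323 with DESeq2, -0.0107 over all LFY bound genes and -0.00409 for absolute log2 fold changes. At 6 h it was 0.0212 with the class of the strongest peak, 0.115 for genes occupied in 4 datasets against none and 0.00923 for absolute values. At 24 h it was -0.254 with DESeq2, -0.0696 over all LFY bound genes and -0.220 with the class of the strongest peak. It was -0.0616 for absolute values and -0.214 for medians. Only for genes occupied in 4 datasets against none, with 21 genes in the latter group, was it positive at 24 h, at 0.215. In permutation tests, *p* of these settings at 24 h lay between 0.105 and 0.672. With each library left out in turn it ranged from -0.0137 to 0.0305 at 1 h, from -0.0317 to 0.00244 at 6 h and from -0.232 to -0.141 at 24 h.

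The ratio of the difference between treatments to that between replicates at 24 h was 1.82 with the 500 most variable genes, 1.29 with a prior count of 0.5 and 1.59 with counts drawn down. DESeq2 found 1738 genes whose response differed between 24 and 6 h, against 941 with edgeR, and 2750 genes that differed between the mock libraries of 6 and 1 h, against 1504. Among 29 other named genes at 24 h, each under 5 alternatives chosen after seeing the data, 132 values kept direction and side of the threshold and 11 were no longer past it. With counts drawn down, *SWI3B* and *AP2*, neither past the threshold, changed sign to -0.0131 and -0.0172.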

Differences from the paper's values

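The paper reports 54 differentially expressed genes at 1 h and 189 at 6 h, whereas edgeR's quasi-likelihood test called 0 and 1, with an unadjusted *p* under 0.05 for 881 and 2479 genes. With DESeq2, which the methods of the paper name, 53 and 189 genes were called. None of the other alternatives set before the data were examined closed the gap at 1 h (0 to 413 genes) or at 6 h (1 to 84 genes).

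The paper reports 5 LFY bound and differentially expressed genes at 1 h and 33 at 6 h, against 0 and 1 with edgeR. DESeq2 gave 5 and 33. At 6 h, the replicate block gave 23 genes, less than 1.5 times below the value of the paper. The fit of all 12 libraries and the first round of annotation alone closed neither gap, and the replicate block did not close that at 1 h.

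In Fig. 5b, the log2 fold change at 24 h, read by eye, is about 3.6 for *AP1* and about 3.1 for *RAX1*, against 6.81 and 4.03 here. None of the alternatives set before the data were examined closed the gap, and DESeq2's normal shrinkage gave 2.57 and 2.51. DESeq2 with a normal prior inside the model gave 3.57 and 3.08, a setting that was chosen after seeing the values. In Supplementary Data 1, the paper's values are 6.88 for *AP1* and 4.03 for *RAX1*.

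The paper states that *RAX1* was significantly upregulated at 6 h. In edgeR's test its adjusted *p* was 0.123. With DESeq2, with or without either form of shrinkage, and with the replicate block, *RAX1* was past the threshold at 6 h, with adjusted *p* of 2.05e-06 (2.15e-06 with the prior inside the model, chosen after seeing the values) and 0.00104, and the adjusted *p* ranged up to 0.245 over the alternatives.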

Other observations

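The first comparison of early directions was written before its result was seen, and the other tests of this part only afterwards.

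Of the genes changed at least 2-fold and differentially expressed at 24 h, LFY bound genes of the first round of annotation had changed in the same direction at 6 h more often than the others, 54 of 79 (68.4%) against 277 of 695 (39.9%, two-sided Fisher's exact test, *p* = 1.85e-06). At 1 h the numbers were 42 of 77 and 234 of 688 (two-sided Fisher's exact test, *p* = 0.000641). LFY bound genes are more often higher at 24 h, which could produce such a difference. Among the genes higher at 24 h alone, 48 of 60 LFY bound genes (80.0%) were higher at 6 h, against 122 of 267 others (45.7%, two-sided Fisher's exact test, *p* = 1.42e-06). This *p* was 4.91e-07 with DESeq2, 5.09e-05 with counts drawn down to the smallest library and 6.28e-06 with all 12 libraries in one fit. Among the genes lower at 24 h, 6 of 19 LFY bound genes and 155 of 428 others were lower at 6 h (two-sided Fisher's exact test, *p* = 0.809). Genes without a change at 24 h (unadjusted *p* of 0.05 or more) were also higher at 6 h more often when LFY bound, 242 of 390 (62.1%) against 6242 of 12656 (49.3%, two-sided Fisher's exact test, *p* = 7.20e-07). An early rise at LFY bound genes, whether or not they change later, may therefore be a part of the difference. Genes of one time point share 4 libraries and are not independent, and other properties of LFY bound genes were not tested, so an effect of LFY binding remains a hypothesis.

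The share of flower related summaries was not distinguishable between nucleosome occupied and nucleosome free targets (two-sided Fisher's exact test, *p* = 0.424), and the small share of targets with a summary makes this test void. With DESeq2's calls it was 5 of 97 against 0 of 54 (two-sided Fisher's exact test, *p* = 0.161).

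Nucleosome occupied targets were less often higher at 24 h than nucleosome free targets, 110 of 219 (50.2%) against 79 of 125 (63.2%, odds ratio 0.588, two-sided Fisher's exact test, *p* = 0.0242). With the calls of DESeq2 it was 90 of 178 against 60 of 96 (two-sided Fisher's exact test, *p* = 0.0747). The text of the paper does not report these directions, which were compared after the classes had been seen, without adjustment for other comparisons.

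Between 6 and 1 h, the response to dexamethasone differed for 13 genes in edgeR's interaction test and for 48 with DESeq2. Among genes with a mean of at least 50 counts, the replicates differed at least 2-fold for 107 genes in mock and 383 in dexamethasone at 1 h, for 271 and 4 at 6 h, and for 42 and 60 at 24 h.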
